# RBM47 regulates intestinal injury and tumorigenesis by modifying proliferation, oxidative response, and inflammatory pathways

**DOI:** 10.1172/jci.insight.161118

**Published:** 2023-05-08

**Authors:** Saeed Soleymanjahi, Valerie Blanc, Elizabeth A. Molitor, David M. Alvarado, Yan Xie, Vered Gazit, Jeffrey W. Brown, Kathleen Byrnes, Ta-Chiang Liu, Jason C. Mills, Matthew A. Ciorba, Deborah C. Rubin, Nicholas O. Davidson

**Keywords:** Gastroenterology, Inflammation, Colorectal cancer, RNA processing

## Abstract

RNA-binding protein 47 (RBM47) is required for embryonic endoderm development, but a role in adult intestine is unknown. We studied intestine-specific *Rbm47*-knockout mice (*Rbm47-IKO*) following intestinal injury and made crosses into *Apc^Min/+^* mice to examine alterations in intestinal proliferation, response to injury, and tumorigenesis. We also interrogated human colorectal polyps and colon carcinoma tissue. *Rbm47-IKO* mice exhibited increased proliferation and abnormal villus morphology and cellularity, with corresponding changes in *Rbm47-IKO* organoids. *Rbm47-IKO* mice adapted to radiation injury and were protected against chemical-induced colitis, with *Rbm47-IKO* intestine showing upregulation of antioxidant and Wnt signaling pathways as well as stem cell and developmental genes. Furthermore, *Rbm47-IKO* mice were protected against colitis-associated cancer. By contrast, aged *Rbm47-IKO* mice developed spontaneous polyposis, and *Rbm47-IKO* *Apc^Min/+^* mice manifested an increased intestinal polyp burden. *RBM47* mRNA was decreased in human colorectal cancer versus paired normal tissue, along with alternative splicing of tight junction protein 1 mRNA. Public databases revealed stage-specific reduction in RBM47 expression in colorectal cancer associated independently with decreased overall survival. These findings implicate RBM47 as a cell-intrinsic modifier of intestinal growth, inflammatory, and tumorigenic pathways.

## Introduction

RNA-binding proteins (RBPs) orchestrate a range of developmental events in embryogenesis and induction of pluripotency through effects including mRNA processing and subcellular localization as well as mRNA translation and degradation (1). The human genome encodes more than 1,500 RBPs, of which the largest subset contains at least 1 copy of a canonical RNA recognition motif (2). Among this family of RNA recognition motif–containing RBPs, RNA-binding protein 47 (RBM47) was identified as a differentially expressed gene in vertebrate foregut endoderm (3). Studies in zebrafish and mice demonstrated that *Rbm47* is required for embryonic development, with roles in zebrafish head and mouse foregut development (4, 5). In particular, RBM47 is abundantly expressed in early embryonic (E8.5) foregut and in adult mouse tissues, including small intestinal epithelium, liver, and pancreas (5).

A role for RBM47 in intestinal homeostasis emerged following conditional expression of a hypomorphic *Rbm47* allele, which revealed defective fetal intestinal development with growth retardation and runting of small numbers of viable offspring (5, 6). In addition, those studies revealed an unanticipated role in RNA editing of apolipoprotein B, suggesting a new function for RBM47 in posttranscriptional gene regulation and in mammalian intestinal lipid metabolism (6). To circumvent the embryonic lethality encountered with earlier approaches, we generated intestine-specific Rbm47-null mice (*Rbm47-IKO*) and demonstrated a hierarchy of APOBEC1-dependent C-to-U RNA editing target requirements for the canonical RBPs, namely Apobec1 complementation factor and RBM47, whose effects and roles exhibit striking tissue specificity (7, 8). Those studies, however, left unanswered the role and functions of RBM47 in adult intestine.

Mammalian small intestine is a dynamic tissue whose spatial organization, as well as growth, development, and proliferation, are all highly regulated (9). In this context, studies have implicated a role for RBPs in both health and disease (10), including in the mammalian intestine (11). More specifically, studies have demonstrated a role for RBM47 in cell fate decisions, including in murine embryonic stem cells, which identified *Nanog* as a direct target (12), with other studies showing that RBM47 modulates developmental signaling via pathways including *Wnt8a*, *Epcam*, and *Chordin* (4, 13). Work has also demonstrated that RBM47 influences cell fate through p53/p21 signaling pathways (14) and via AXIN1 (15). Those latter studies, reflecting work in cancer cell lines, support an emerging consensus that RBM47 likely functions as a tumor suppressor in both breast and colon cancer (14), with a role in cancer metastasis (16).

The current studies explore in depth a role for intestinal RBM47 in small intestinal epithelial homeostasis and the response to injury. We show that *Rbm47-IKO* mice exhibited abnormal villus morphology, with increased proliferation and augmented adaptation following injury. Those adaptations were mediated through upregulation of stem cell proliferative pathways and altered WNT and MAPK signaling, along with alterations in glutathione turnover and oxidation pathways. In addition, we found reduced expression of RBM47 in samples of human colorectal cancer compared with paired normal tissue, and databases revealed decreased overall survival with low RBM47 expression. These findings implicate RBM47 as a cell-intrinsic epithelial modifier of intestinal development and growth pathways as well as in tumorigenesis.

## Results

### Rbm47-IKO mice exhibit increased intestinal proliferation and altered morphology.

Constitutive intestinal *Rbm47* deletion revealed negligible *Rbm47* mRNA and protein expression (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.161118DS1), with longer small intestine and colon (Figure 1A), deeper crypts, and abnormally shaped, wider villi (Figure 1B and Supplemental Figure 1), with no change in body weight (Supplemental Figure 1). We observed increased BrdU-positive (Figure 1C) and cyclin D1–positive (Figure 1D) intestinal and colonic crypt cells and increased crypt fission (Figure 1E) in *Rbm47-IKO* jejunum. Transmission electron microscopy revealed longer and more densely distributed microvilli, and scanning electron microscopy recapitulated light microscopic findings of abnormally shaped, wider villi in *Rbm47-IKO* jejunum (Figure 1, F and G, and Supplemental Video 1).

We observed that adult mice with inducible (ERT2-Cre) *Rbm47* deletion exhibited similarly abnormally shaped and wider villi, deeper crypts, and numerous crypt fissions (Supplemental Figure 1, E and F).

We next examined the distribution of terminally differentiated intestinal cell subpopulations. *Rbm47-IKO* mice exhibited increased abundance of small intestinal goblet cells (Figure 2A) and tuft cells (Figure 2B), with reduced abundance of enteroendocrine cells (Figure 2C) and comparable abundance of Paneth cells (Figure 2D). Colon goblet cell abundance was unchanged by genotype (Supplemental Figure 2), with no change in mucus layer thickness or intestinal permeability as determined by FITC-labeled dextran (FD4) administration (Supplemental Figure 2). We further examined cell markers/genes related to different cell subpopulations, which revealed higher expression in *Rbm47-IKO* intestine of goblet cell–related genes (*Math1*, *Tff3*, *Cdx2*, *Muc2*, *Muc4*), lower expression in *Rbm47-IKO* intestine of enteroendocrine cell hormonal genes (*Cck*, *Ghrl*, *Gip*), higher expression in *Rbm47-IKO* intestine of *Dclk1* in *Rbm47-IKO* mice, and no change in expression of *Lys1*, *2* by genotype (Figure 2E). These findings collectively suggest that deletion of *Rbm47* in mouse intestine results in increased proliferative capacity and intestinal elongation, as well as selectively altered cell differentiation. Immunohistochemical staining for RBM47 revealed expression predominantly in differentiated enterocytes compared with stem cells and undifferentiated amplifying cells in *Rbm47*-floxed mice along with homogeneous loss of RBM47 expression in villi and crypts of *Rbm47-IKO* mouse intestine and colon (Supplemental Figure 1D). In support of these observations, single-cell RNA-Seq (scRNA-Seq) data from mouse intestine (17) revealed relatively decreased *Rbm47* mRNA expression in stem cells, Paneth cells, and transitional amplifying cells compared with differentiated enterocytes (Supplemental Figure 3).

### Isolated stem cell–derived enteroids and colonoids from Rbm47-IKO mice exhibit increased viability and proliferation.

Based on our observations of enhanced proliferation and upregulation of cell proliferation genes in *Rbm47-IKO* intestine, we examined cell viability and growth capacity in isolated intestine and colon stem cell–derived organoids. We observed that both enteroids (Figure 3, A and B) and colonoids (Figure 3, C and D) derived from *Rbm47-IKO* isolated stem cells exhibited increased colony-forming efficiency, EdU-positive cell abundance, and cell viability (Figure 3E). These results suggest that the enhanced intestinal proliferation and growth observed in *Rbm47-IKO* mice reflects epithelial, cell-intrinsic adaptations including greater proliferative capacity and viability of stem cell–derived organoids. Furthermore, the cystic growth pattern observed is consistent with reports suggesting high WNT tone (18, 19) contributes to the increased intestinal proliferation observed in *Rbm47-IKO* enteroids.

### Transcriptome-wide analysis of Rbm47-IKO small intestine reveals upregulation of genes involved in development and morphogenesis, proliferation, and antioxidation response.

RBM47 is an RBP regulating stability, alternative splicing, and translation of target mRNAs (4, 12, 14, 20). RNA-Seq from jejunal mucosa (Figure 4A) revealed *Epop*, *Gstm*, and *Fndc5* to be among highly upregulated genes in *Rbm47-IKO* mice (Figure 4A). 

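RNA from the intestinal mucosa of Rbm47-IKO mice and of floxed controls was sequenced as 3 pools per genotype after oligo deoxy-T selection. The paper gives 10 μg of RNA from 3 to 4 mice per pool and ages of 8 to 14 weeks. The sample labels give 10 mg, 3 mice and 8 to 12 weeks, name the tissue as small intestine and name the controls as wild type. The authors deposited, for each pool, the reads counted on 38561 Ensembl genes without normalization, together with CPM and RPKM computed from those counts. The 3 pools labelled Rbm47-IKO had 35180190, 38951830 and 31560320 counts, and the 3 control pools had 33001777, 37181142 and 38087751. Counts were normalized by the TMM method of edgeR and the 16425 genes past its expression filter were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Rbm47 (ENSMUSG00000070780, chromosome 5, 66016549 to 66173117) was not lower in the pools labelled Rbm47-IKO. Its normalized CPM was 602.7, 624.6 and 619.8 in those pools and 459.8, 449.9 and 472.1 in the control pools, a log2 fold change of 0.42 (standard error 0.10, edgeR adjusted p = 0.0751). The counts of the targeted gene thus gave no sign of its loss. They cover the whole gene, and exon counts were not analysed here. A transcript left after loss of part of the gene therefore cannot be told apart from the intact gene. The pools are called the libraries labelled Rbm47-IKO from here on. At an adjusted p of 0.05 or less, 443 genes differed, 238 higher and 205 lower in the libraries labelled Rbm47-IKO. DESeq2 called 1243 genes. Without Rbm47-IKO pool 2 no gene passed the adjusted threshold, although 1729 genes had an unadjusted p under 0.05, against 2756 with all 6 pools. Log2 fold change was correlated with the GC content of the transcript (Spearman's rho 0.271 across 16221 genes, which are not independent replicates).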

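Fndc5 and Epop were higher in every library labelled Rbm47-IKO, in which Rbm47 itself was not lower, than in every control library. Fndc5 (ENSMUSG00000001334, chromosome 4, 129136999 to 129144593) had a normalized CPM of 9.43 ± 1.75 (SD, n = 3 pools) against 1.06 ± 0.187 (SD, n = 3) in controls. Epop (ENSMUSG00000043439, chromosome 11, 97627393 to 97629716) had 8.45 ± 2.25 (SD, n = 3) against 0.989 ± 0.477 (SD, n = 3), a log2 fold change of 3.09 (standard error 0.43, edgeR adjusted p = 0.0157). The Gstm genes lie side by side on chromosome 3 and are close paralogs, so that the authors' counting could have split reads between them. Gstm1 (ENSMUSG00000058135) had 60.9 ± 19.8 (SD, n = 3) against 22.1 ± 13.0 (SD, n = 3), a log2 fold change of 1.46 (standard error 0.44, edgeR adjusted p = 0.135). The log2 fold change of Gstm3 (ENSMUSG00000004038) was 1.23 (edgeR adjusted p = 0.15), with 1 control pool above 1 of the pools labelled Rbm47-IKO. Gstm2, Gstm4 and Gstm7 had log2 fold changes of 1.02, 0.81 and 1.10, with edgeR adjusted p of 0.28, 0.295 and 0.176. These 5 Gstm genes of Fig. 4B were higher on average, and none passed the adjusted threshold. The other 2 Gstm genes tested, which that figure does not show, were also higher and did not pass. Gstm3 and Gstm7 passed it with DESeq2 (adjusted p = 0.00559 and 0.0266), and Gstm1, Gstm2 and Gstm3 passed it without control pool 2.

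**Figure D1:**
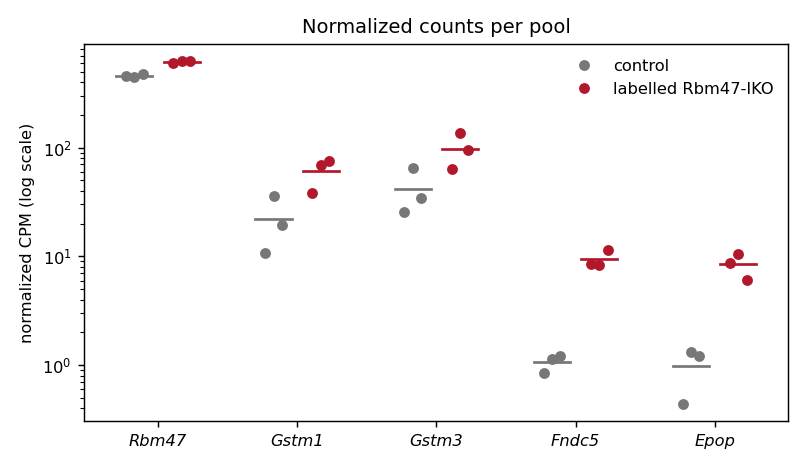
Normalized CPM on a log scale for Rbm47, Gstm1, Gstm3, Fndc5 and Epop, with 1 point per pool and a bar at the mean of the 3 pools of each genotype. The control pools of Fndc5 lie between 0.853 and 1.21, below the libraries labelled Rbm47-IKO, which start at 8.40.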

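Gene sets defined by symbol were tested with camera of limma on log2 CPM across the 6 pools, with Benjamini-Hochberg adjustment over the 10 sets. KEGG, DAVID and STRING terms were not used here. Of the 10 sets, 8 passed an adjusted p of 0.05, 5 of them lower and 3 higher in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower. The 33 tested glutathione genes had a mean log2 fold change of 0.47 (camera adjusted p = 0.0027), with 22 genes higher. The 20 Wnt and Frizzled genes had a mean of 0.44 (camera adjusted p = 0.0053), with 15 genes higher. With the Y-linked genes as a covariate, a fit added after the data were seen, neither of these sets passed. The means were then 0.27 for glutathione and 0.26 for Wnt and Frizzled genes (camera adjusted p = 0.0594 for both). The 37 Mapk cascade genes had a mean of 0.0898 (camera adjusted p = 0.266), and the 18 Hox genes a mean of 0.54 (camera adjusted p = 0.0745). With 1 pool left out, the Hox mean ranged from 0.18 to 1.03, and the set passed in 3 of those 6 fits. The 12 tested genes of nonhomologous end joining had a mean of -0.19 (camera adjusted p = 0.0108), with 2 genes higher. The 24 cytochrome P450 genes had a mean of -0.36 (camera adjusted p = 0.00171), with 7 genes higher. Among immune sets, the 139 genes of the immunoglobulin set had a mean of -0.68 (camera adjusted p = 3.67e-08). That set was taken by symbol and also holds Ighmbp2, which is not an immunoglobulin gene. The mean was -0.47 for the 35 genes of the IgA network (camera adjusted p = 0.000126) and -0.87 for the 9 MHC class II genes (camera adjusted p = 0.000603). The immunoglobulin mean was -0.28 without Rbm47-IKO pool 1, and the variable genes of that set share sequence. The 82 ribosomal protein genes had a mean of 0.13 (camera adjusted p = 0.0108), which was -0.0373 without control pool 3. When the correlation between genes was estimated for each set in place of 0.01, 0 of the 10 sets passed and 0 had an unadjusted p under 0.05, with a lowest camera adjusted p of 0.402. The pools also overlapped for several sets. An exact permutation test of the pool means gave p = 0.2 for glutathione and for Wnt and Frizzled genes, and p = 0.1, the smallest p that 3 pools against 3 allow, for immunoglobulin genes.

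**Figure D2:**
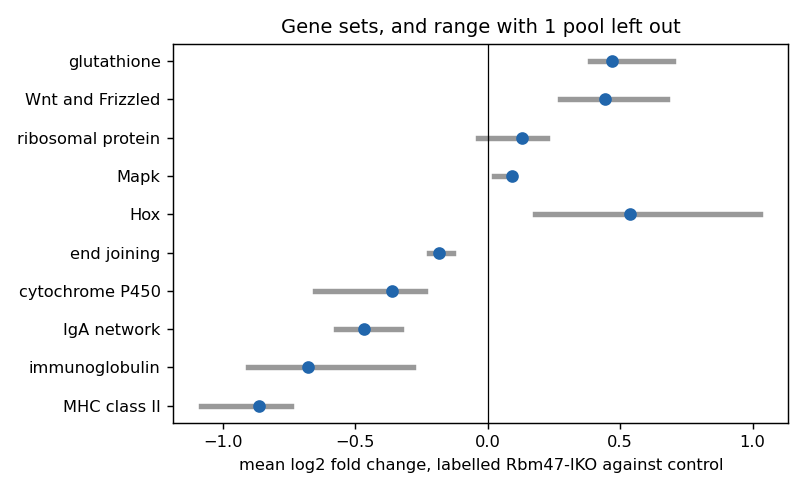
Mean log2 fold change of each gene set between the libraries labelled Rbm47-IKO and controls (points), with grey lines over the 6 fits that each left out 1 pool. The line of the ribosomal protein set, from -0.0373 to 0.225, crosses 0, and those of the other 9 sets do not.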

STRING network and pathway enrichment analyses revealed alterations in functional pathways including glutathione metabolism, pathways regulating pluripotency of stem cells, cell proliferation pathways (e.g., *Wnt* and *Mapk* signaling), and innate and adaptive immunity and DNA repair pathways (Figure 4, B and C, and Supplemental Figure 4). 

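AUUUA and runs of at least 6 U were counted in the longest 3′ untranslated region (UTR) that GENCODE M21 lists for each gene. The 193 genes lower in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower, had a median of 2.00 AUUUA per kb. Random draws of tested genes, 10000 in all and matched on UTR length and expression, had a median of 1.31 (permutation test, two-sided, p = 0.0002, the smallest the draws can give). The 231 higher genes had a median of 0.83 AUUUA per kb against 1.19 in their draws (permutation test, p = 0.002). At least 1 AUUUA was present in 81.3% of the lower genes, 67.5% of the higher genes and 69.7% of all 14131 genes with a UTR. The UTRs also differed in base composition, with a median GC content of 39.3% for lower, 48.4% for higher and 45.4% for all genes. Against draws matched on UTR GC content and expression, an alternative chosen after the data were seen, the lower genes had 2.00 against 2.03 per kb (permutation test, p = 0.8) and the higher genes 0.83 against 0.956 (permutation test, p = 0.22). Matching on GC content also matches in part on a motif made of A and U alone. The 108 genes called lower with a GC offset, also chosen after the data were seen, had 1.72 against 1.24 in draws matched on UTR length and expression (permutation test, p = 0.014). Their UTRs had a median GC content of 41.7%, still below that of all genes, so that this test cannot separate the motif from base composition. Runs of U had a median of 0.855 per kb in lower genes against 0.723 (permutation test, p = 0.12) and 0.362 in higher genes against 0.559 (permutation test, p = 0.044). Against the draws matched on GC content, runs of U were fewer in lower genes, 0.855 against 1.06 (permutation test, p = 0.048), and did not differ in higher genes, 0.362 against 0.365 (permutation test, p = 0.98). With the length-matched draws these are 4 comparisons across genes, which are not independent replicates, and the p values are unadjusted.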

We also aligned features (specifically AUUUA and polyU tracts) in the 3′ untranslated region of intestinal RNAs whose expression was changed with *Rbm47* deletion (Supplemental Figure 3). Quantitative PCR (qPCR) validated upregulation of mRNAs of interest related to glutathione metabolism and antioxidative response (e.g., fibronectin type III domain-containing protein 5 [*Fndc5*], different glutathione transferases, *Nqo1*, and *Sod1*), Wnt signaling (e.g., *Wnt11*, *Wnt7b*, *Fzd8*, *Fzd3*, *Ccnd1*), *ERBB2*/*MAPK* pathway (e.g., *Erbb2*, *Mapk*s, *Mek3*, *Myc*), intestinal stem cell markers (e.g., *Lrig1*, *Phlda1*, *Atoh1*, *Smoc2*), developmental genes (e.g., *Hoxa3*, *Hoxb13*, *Epop*, *A2ml1*), and IL-33–related genes (Figure 4, D and H–K).

In keeping with the upregulation of *Fndc5* mRNA, we observed increased FNDC5 protein abundance in *Rbm47-IKO* mice (Figure 4F). We further explored potential mechanisms underlying the upregulation of *Fndc5* mRNA and FNDC5 protein and observed increased *Fndc5* mRNA stability in enteroids and colonoids derived from *Rbm47-IKO* mice compared with control (i.e., floxed) mice (Figure 4E) and a shift toward increased polysomal distribution of *Fndc5* mRNA in *Rbm47-IKO* mice (Supplemental Figure 5) compared with control mice. Upregulation of genes involved in antioxidation response and glutathione metabolism was confirmed by approximately 2-fold higher tissue content of total and reduced glutathione in jejunum of *Rbm47-IKO* mice (Figure 4G). Taken together, these results demonstrate that intestinal epithelial RBM47 modifies expression of genes involved in cell proliferation, organogenesis, stem cell pluripotency, and antioxidative response pathways.

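For cell proliferation, Wnt11, Ccnd1 and Myc had log2 fold changes of 0.76, 0.50 and 0.44 in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower, with edgeR adjusted p of 0.467, 0.693 and 0.474. Their pools overlapped with the control pools. With 1 pool left out, the log2 fold change of Ccnd1 ranged from 0.0442 to 1.09. Wnt11 ranged from 0.415 to 1.25 and Myc from 0.278 to 0.675. All 11 genes of Fig. 4H and all 6 of Fig. 4J were higher, with 1 of each past the adjusted threshold, Cdk18 (0.62, edgeR adjusted p = 0.0327) and Map2k3 (0.76, edgeR adjusted p = 0.0256). The 10 listed genes of proliferating cells had a mean log2 fold change of -0.11 (camera adjusted p = 0.514), which changed sign when 1 pool was left out. Among developmental genes, Hoxb13 had a log2 fold change of 3.69 (standard error 0.85, edgeR adjusted p = 0.0708), with 90, 134 and 169 counts in the libraries labelled Rbm47-IKO and 0, 21 and 11 in controls. Hoxa3 had 1.35 (edgeR adjusted p = 0.191) and A2ml1 -0.19 (edgeR adjusted p = 0.911). The stem cell gene Olfm4 had a log2 fold change of -1.65 (standard error 0.43, edgeR adjusted p = 0.0974), lower in all 3 libraries labelled Rbm47-IKO. It passed in 1 of the 11 alternatives set before the data were examined. With 1 pool left out it ranged from -2.01 to -1.06 and passed in 0 of the 6 fits. Lrig1, Phlda1, Atoh1 and Smoc2 were higher, with 0.44, 1.42, 0.30 and 0.29 (edgeR adjusted p = 0.286, 0.234, 0.287 and 0.861). Of the 16 genes of Fig. 4I, 13 were higher and 2 passed the adjusted threshold. For the antioxidative response, Nqo1 (chromosome 8, 107388225 to 107403206) had 49.6 ± 8.79 CPM (SD, n = 3 pools) against 16.9 ± 3.61 (SD, n = 3), a log2 fold change of 1.55 (edgeR adjusted p = 0.0119). Gsta1, Gsta3 and Gsta4, which are paralogs, had log2 fold changes of 1.81, 2.17 and 1.90 (edgeR adjusted p = 0.034, 0.0214 and 0.0258). Nfe2l2, which encodes NRF2, had 0.22 (edgeR adjusted p = 0.485). In Fig. 4D, the antioxidative qPCR panel, 13 of the 14 tested genes were higher and 4 passed the adjusted threshold. From the upregulated genes and pathways of the RNA-Seq, the qPCR of selected mRNAs, the FNDC5 protein and mRNA stability assays and the glutathione content (Figure 4), the paper concludes that epithelial RBM47 modifies genes of proliferation, organogenesis, stem cell pluripotency and antioxidation.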

### Rbm47-IKO mice exhibit enhanced intestinal adaptation after whole-body γ-irradiation.

We next asked if *Rbm47-IKO* mice exhibit protection against intestinal injury. We examined the response to whole-body γ-irradiation injury using a microcolony assay to evaluate surviving crypts 84 hours after irradiation (21, 22). We observed an approximately 2-fold higher number of surviving crypts in *Rbm47-IKO* jejunum after irradiation (Figure 5A), with 3-fold upregulation of stem cell markers *Lgr5* and *Lrig1*, 2- to 6-fold upregulation of cell proliferation genes (*Ccne1*, *Ccnd1*), and 5-fold upregulation of antioxidative genes *Fndc5* and *Nrf2* in jejunal mucosa of irradiated *Rbm47-IKO* mice (Figure 5B). We also found that jejunal *Fndc5* expression strongly (*r* = 0.92) correlated with *Nrf2* expression (Figure 5B) after irradiation, which is relevant because *Fndc5* was among the top upregulated genes in *Rbm47-IKO* jejunum and because of other work showing that *Fndc5* regulates expression of *Nrf2*, a key regulator of antioxidation response genes (23–26). We considered the possibility that changes in apoptosis might also contribute to the phenotypes observed, but crypt cell apoptosis measured 6 hours after radiation injury was comparable by genotype (Supplemental Figure 6A). We also observed a 4-fold increase in *Cox2* mRNA expression with increased pericryptal COX2-positive cells in *Rbm47-IKO* mice (Figure 5C) after irradiation. Earlier findings implicated pericryptal COX2-positive cells in intestinal growth and adaptation (27, 28), though overall stromal COX2-positive cell abundance was comparable by genotype (Supplemental Figure 6B). These findings together suggest that *Rbm47-IKO* mice adapt to radiation injury through pathways reflecting upregulated RNAs encoding stem cell markers and proliferative and antioxidative genes and potentially by pericryptal COX2 signaling.

### Rbm47-IKO mice exhibit protection against dextran sodium sulfate–induced colitis.

We then turned to an alternative model of intestinal injury, namely dextran sodium sulfate–induced (DSS-induced) colitis. *Rbm47-IKO* mice demonstrated significantly higher survival associated with attenuated body weight loss, lower disease activity score (Figure 6A), and consistently lower histologic injury score (Figure 6B) compared with floxed controls. We found upregulation of antioxidant genes, stem cell markers, and proliferative genes in colonic mucosa from *Rbm47-IKO* mice (Figure 6C). We also observed a significant correlation between *Fndc5* and *Nrf2* mRNA expression (*r* = 0.94, Figure 6C), similar to our observation in irradiated mice. In line with the upregulation of antioxidant genes, we observed increased colonic total and reduced glutathione content after DSS injury in *Rbm47-IKO* mice (Figure 6D). These findings suggest that *Rbm47-IKO* mice exhibit both reduced injury and more rapid recovery after DSS-induced colitis associated with upregulated antioxidative response and increased proliferative capacity.

### Rbm47-IKO mice exhibit spontaneous polyposis and increased polyp burden in compound Rbm47-IKO Apc^Min/+^ background.

We reasoned that the enhanced intestinal growth and proliferative capacity in young *Rbm47-IKO* mice might predispose these animals to develop polyps with aging. To test this hypothesis, we examined aged (~12-month-old) chow-fed mice and observed increased small intestinal and colonic polyposis in *Rbm47-IKO* mice. The majority of these polyps were adenomatous, though 1 jejunal polyp demonstrated dysplastic features (Figure 7A). In all, 11 of 12 aged *Rbm47-IKO* mice developed polyps throughout the small intestine and colon, the dominant site being proximal and midjejunum, while only 1 out of 13 aged *Rbm47^fl/fl^* mice developed 2 polyps in the mid–small intestine (Figure 7A and Supplemental Figure 7A). We observed sporadic polyposis in different regions of *Rbm47-IKO* colon (Figure 7A). High-fat–fed *Rbm47-IKO* mice also exhibited enhanced polyposis (Figure 7B), with increased abundance of both small intestinal and colonic polyps (Figure 7C), with a total small intestine and colon polyp burden almost 3 and 2 times higher than controls, respectively. These observations suggest that the enhanced proliferative capacity observed in *Rbm47-IKO* mice promotes spontaneous polyposis with aging and is exacerbated by high-fat feeding.

Based on those observations, we asked if epithelial *Rbm47* deletion would function as a dominant driver of intestinal polyposis in the setting of adenomatous polyposis coli (*Apc*) loss, a hypothesis we examined by generating a line of *Rbm47-IKO* mice in the *Apc^Min/+^* background. We observed similar total numbers of polyps in both genotypes but found larger polyps and increased total polyp area in the small intestine of compound *Rbm47-IKO* *Apc^Min/+^* mice versus *Rbm47^fl/fl^* *Apc^Min/+^* mice (Figure 7, D and E), suggesting enhanced polyp progression in *Rbm47-IKO* *Apc^Min/+^* mice. Those small intestinal polyps in compound *Rbm47-IKO* *Apc^Min/+^* mice also exhibited dysplastic features (Supplemental Figure 7B). By contrast, colonic polyp count was reduced in *Rbm47-IKO* *Apc^Min/+^* mice, with no change in polyp size (Figure 7E). Those findings suggest that intestinal *Rbm47* deletion exerts regional effects on tumorigenesis in *Apc^Min/+^* mice. Immunohistochemical analysis of tumors from *Rbm47-IKO* *Apc^Min/+^* mice revealed patchy clusters of RBM47 staining, likely representing clonal expansion of cells no longer expressing the *Vil-Cre* transgene, while *Rbm47^fl/fl^* *Apc^Min/+^* mice revealed homogeneous RBM47 staining (Supplemental Figure 7C).

### Rbm47-IKO mice exhibit decreased colon tumorigenesis after azoxymethane/DSS.

The findings that *Rbm47-IKO* mice exhibit enhanced small intestinal proliferative capacity and spontaneous polyposis, coupled with findings from patients with colorectal cancer (CRC) showing an association between loss of RBM47 and tumor progression (29), led us to ask whether intestinal *Rbm47* deletion might magnify the colonic tumor burden in a model of colitis-associated cancer. Alternatively, we considered the enhanced recovery and augmented antioxidative response with DSS injury in *Rbm47-IKO* mice might mitigate colitis-associated cancer and thus reduce the tumor burden. Our findings verified the latter suspicion. Indeed, we observed that *Rbm47-IKO* mice developed *fewer* tumors after challenge with azoxymethane (AOM)/DSS (Figure 8A). Histologic examination also showed reduced dysplasia in *Rbm47-IKO* mice, with 9/10 (90%) *Rbm47^fl/fl^* mice exhibiting dysplastic features in midcolon, versus 6/12 (50%) *Rbm47-IKO* mice (χ^2^ test *P* = 0.04) (Supplemental Figure 8A). Similarly, 6/10 *Rbm47^fl/fl^* and only 2/12 *Rbm47-IKO* mice exhibited dysplasia in more than 50% of distal colon length (χ^2^ test *P* = 0.03). Furthermore, dysplastic lesions from *Rbm47^fl/fl^* mice exhibited increased abundance of BrdU-positive cells (Supplemental Figure 8B). We next examined the stepwise processes that precede AOM/DSS-mediated tumorigenesis. We found that *Rbm47-IKO* mice demonstrated attenuated stromal immunohistochemical staining for F4/80 (Figure 8B) and reduced crypt abscesses, a surrogate histologic marker of inflammation (Figure 8C) in dysplastic colonic lesions. Likewise, *Rbm47-IKO* mice exhibited reduced inflammatory gene expression in polyp tissue (Figure 8D). To examine the mechanisms underlying attenuated inflammation in *Rbm47-IKO* mice, we interrogated relevant pathways directed by our RNA-Seq data and observed higher antioxidative mRNA expression in both uninvolved and polyp tissue in *Rbm47-IKO* mice following AOM/DSS administration (Figure 8E). Furthermore, we observed *Rbm47-IKO* mice exhibited upregulated mRNA expression of *Il-33* and its downstream targets, *Areg* and *Il-18*, both in baseline normal tissue and in colonic tumors after AOM/DSS (compare Figure 3H and Figure 8F). This observation is in line with earlier work showing a protective role of IL-33 and its downstream targets against chronic DSS-induced colitis (30, 31). Taken together, our findings suggest that the enhanced intestinal proliferative and protumorigenic phenotypes observed in *Rbm47-IKO* mice are counterbalanced by augmented antioxidative adaptations and upregulation of pathways including *Il-33* and its downstream targets that together protect these mice against inflammation and colitis-associated cancer after AOM/DSS treatment.

### RBM47 expression and alternative splicing function are downregulated with aging and in human patients with CRC.

We next explored the role of RBM47 expression and function in deidentified human patients with CRC and found that *RBM47* mRNA was significantly downregulated in cancer tissue compared with paired uninvolved tissue (Figure 9A). In silico data sets from the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) further revealed that RBM47 was downregulated in both human adenocarcinoma and adenoma tissue compared with paired uninvolved tissue (Figure 9B). Prior work showed that RBM47 functions in alternative splicing of the mRNA encoding tight junction protein 1 (Tjp1/Zo1), with alternative transcripts either including (Tjp1+E20) or skipping (Tjp1–E20) exon 20 (Supplemental Figure 9A), consistent with the proposal that alternative splicing may promote epithelial-mesenchymal transition, as described in other settings (32). Similarly, we found reduced abundance of Tjp1+E20 mRNA in both intestinal mucosa and enteroids from *Rbm47-IKO* mice and observed a further decrease in spontaneous polyp tissue versus uninvolved mucosa in aged *Rbm47-IKO* mice (Supplemental Figure 9B), indicating altered splicing in tumors. Among the possible targets of the TJP1 isoform lacking exon 20 is ZONAB, a Y-box transcription factor whose nuclear translocation results in upregulation of pro-proliferative genes *Cdk4*, *Erbb2*, and *Ccnd1* (33–35), all of which were upregulated in *Rbm47-IKO* mice as shown above (Figure 4, H and J), consistent with a proposed model linking alterations in tight junction–associated proteins and intestinal growth (35). Similar to our findings in aged mice, we found decreased abundance of TJP1+E20 in paired CRC tumors versus normal tissue, indicating alternative splicing in human tumors (Figure 9C). We also demonstrated that TJP1+E20 mRNA expression was significantly and positively associated with *Rbm47* expression in both uninvolved and CRC tissue from patients (Figure 9D). Furthermore, we observed decreased *RBM47* and TJP1+E20 mRNA expression in tumors from patients with N stage 1–2 versus N stage 0 (Figure 9E). These findings together suggest that decreased RBM4*7* in human CRC is associated with progressive changes in alternative splicing of *TJP1* during CRC progression. Further analysis of The Cancer Genome Atlas (TCGA) database revealed a stepwise reduction of RBM47 expression with advancing tumor stage (Figure 9F), which was independently predictive of both overall and progression-free survival (Figure 9G). A prognostic role of RBM47 expression in patients with CRC remained significant even after adjusting for other important prognostic factors, such as TNM stage, age, and sex, through a multivariable Cox survival model (Table 1).

## Discussion

The current findings establish a role for the RBP RBM47 in intestinal epithelial homeostasis, including cell type differentiation, proliferation, adaptation to injury, and tumorigenesis. We show that *Rbm47-IKO* mice exhibit a distinctive phenotype of small intestinal elongation, increased growth, and altered villus morphology, with a shift in cellular composition. In addition, we find that *Rbm47-IKO* mice exhibit adaptive responses to both radiation-induced injury and experimental colitis induced by DSS exposure, along with reduced colitis-associated tumorigenesis. In line with the increased growth and proliferation phenotypes, we find that *Rbm47-IKO* mice exhibit spontaneous polyposis with aging and an exaggerated polyposis phenotype in the *Apc^Min/+^* background. Those findings were further amplified by the demonstration that RBM47 expression is reduced in human CRC samples and exerts a positive prognostic effect. RNA-Seq and mechanistic assays suggested increased cell proliferation in *Rbm47-IKO* mice reflects altered WNT signaling, while upregulation of FNDC5/NRF2-driven antioxidative activity is a plausible mechanism underlying the adaptation to inflammatory injury observed following DSS exposure. Taken together, our findings highlight a role for RBM47 as a cell-intrinsic modifier of small intestinal and colonic epithelial homeostasis and illuminate new pathways in the initiation of tumorigenesis. Several aspects of these findings merit expanded discussion.

Earlier work demonstrated that RBM47 plays a vital role in embryonic foregut, including epithelial organization and differentiation, effects mediated in part through altered F-actin distribution (3), while later studies demonstrated a critical role for RBM47 in embryonic and postnatal development (5, 6). The gut phenotypes associated with embryonic *Rbm47* disruption using Sox2-Cre, in particular the prenatal lethality and runting in small numbers of surviving pups (5, 6), contrast with the current findings following intestinal epithelial deletion using Villin-Cre (Vil-Cre) recombinase, which is active in the midgut at E12.5 (36). The morphologic and proliferative phenotypes we observed in young adult *Rbm47-IKO* mice thus likely reflect both the later onset (E12.5 with Vil-Cre versus E6.5 with Sox2-Cre) and cell-specific Cre-mediated *Rbm47* deletion approaches compared with conditional *Rbm47* deletion with Sox2-Cre (5, 36, 37). Similar contrasting phenotypes were observed with conditional deletion of *HuR* where intestinal epithelial (i.e., Vil-Cre) deletion yielded a subtle growth phenotype while the global *HuR* knockout (Rosa-Cre) demonstrated progressive villus atrophy and death (38, 39). Our observations that enteroids and colonoids from *Rbm47-IKO* mice recapitulated the proliferative phenotypes demonstrated in vivo lend further support for a cell-intrinsic role for epithelial RBM47.

We identified a range of mRNAs whose expression was altered in the setting of intestinal *Rbm47* deletion, including genes involved in *Wnt* signaling (including *Wnt11*, *Fzd8*, *Fzd23*, *Ccdn1*, *Cdk2*), as well as stem cell and developmentally regulated genes (*Lrig1*, *Epcam*, *S-100*, *Hoxa3*, *Hoxb13*, *Epop*, and *A2ml1*). Those findings reinforce suggestions that RBM47 is both a downstream target of *Wnt* signaling as well as a feed-forward activator of *Wnt* pathways (13). Enteroids derived from *Rbm47-IKO* mice grow in a cystic pattern reminiscent of a fingerprint of augmented WNT signaling (18, 19), supporting a role for this pathway in the enhanced proliferative capacity. In addition, upregulation of stem cell markers (*Lrig1* and *Lgr5*) in *Rbm47-IKO* mice, either at baseline or after injury, suggests that enhanced activity of intestinal stem cells further contributes to the pro-proliferative and tumorigenic phenotypes observed. Intestinal scRNA-Seq data (17) revealed relatively reduced *Rbm47* mRNA abundance in stem cells and transitional amplifying cells compared with differentiated enterocytes, consistent with the proposed association between *Rbm47* expression and differentiation of murine intestinal cells.

Other significant mechanistic signatures underlying phenotypes observed in *Rbm47-IKO* mice include FNDC5/NRF2-driven augmentation of antioxidative pathways. 

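In the libraries labelled Rbm47-IKO, in which Rbm47 was not lower, Fndc5 had 292, 318 and 374 counts, against 29, 43 and 44 in the control libraries. Its log2 fold change was 3.14 (standard error 0.24, edgeR adjusted p = 0.00596). By log2 fold change it ranked 12 among all 16425 genes tested and 8 among the genes called higher. With each pool left out in turn, the log2 fold change stayed between 2.98 and 3.24, and 5 of the 6 fits had an edgeR adjusted p of 0.05 or less. The adjusted p of those fits ranged from 0.00927 to 0.057.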

*Fndc5* is one of the top upregulated genes from RNA-Seq in *Rbm47-IKO* mice and associated with higher abundance of FNDC5 protein. *Rbm47-IKO* mice exhibit increased stability of *Fndc5* mRNA and shifts in polysomal distribution, promoting increased mRNA abundance and augmented translation/protein expression. Since NRF2 is a key upstream regulator of antioxidative pathways, we conclude that upregulation of *Fndc5* mRNA and protein in *Rbm47-IKO* mice results in upregulation of many downstream antioxidative genes through *Nrf2* upregulation. Augmented antioxidative gene expression and activity observed in *Rbm47-IKO* mice were further validated by increased tissue content of glutathione. Taken together, these data demonstrate augmented antioxidative pathways in *Rbm47-IKO* mice, driven by upstream regulator genes, *Fndc5* and *Nrf2*. However, it will be important to define in more detail the downstream signaling pathways involved.

Our findings highlight consensus features in the 3′ untranslated regions of the most highly regulated transcripts, which are broadly consistent with other studies using CLIP-Seq (2, 16). 

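For the 66 genes that were lower by at least 2-fold in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower, and that have an annotated 3′ UTR, the median was 1.77 AUUUA per kb against 1.24 in matched draws (permutation test, two-sided, p = 0.026). The 100 genes higher by at least 2-fold had 0.704 against 1.02 (permutation test, p = 0.24). For runs of at least 6 U, these lower genes had 0.535 per kb against 0.594 (permutation test, p = 0.67), and the median of the higher genes was 0 (permutation test, p = 0.87). The UTRs of the lower genes had a median GC content of 40.7% and those of the higher genes 47.1%. Draws matched on GC content were made for all called genes only. Of the genes named in the text, Fndc5 has a 3′ UTR of 2053 nucleotides with 1 AUUUA and 0 runs of U, and Epop one of 783 nucleotides with 0 of either. CLIP-Seq data were not used here.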

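The pools differed in marker genes of other cell types within each genotype. The summed normalized CPM of 6 smooth muscle genes was 360.9, 585.7 and 3302 in the libraries labelled Rbm47-IKO and 90.7, 2803 and 313.1 in controls. Myh11 alone ranged from 44.8 to 949.8 CPM among the control pools (log2 fold change 0.63, standard error 1.17, edgeR adjusted p = 0.869). The first axis of the variation within genotypes carried 58.4% of it. The 13 enteroendocrine genes had a mean log2 fold change of -0.48 (camera adjusted p = 0.00164 over 13 marker lists, and 0.375 with the correlation between genes estimated), with 12 of the 13 genes lower. It was the only marker list past an adjusted p of 0.05. The 8 B cell and plasma cell genes had a mean of -0.69 (camera adjusted p = 0.0975). That mean was -0.21 without Rbm47-IKO pool 1, and the list passed in 3 of the 6 fits with 1 pool left out. The 6 muscle genes had a mean of 1.09 (camera adjusted p = 0.397), which changed sign without control pool 1. Their edgeR log2 fold changes, fitted to counts and not to log2 CPM, had a mean of 0.335 and ranged from -0.15 to 0.63. The sexes were also mixed unequally. Xist had 75.6, 258.1 and 40.3 CPM in the libraries labelled Rbm47-IKO, and 1.09, 150.0 and 0.686 in controls. The sum of 4 Y-linked genes was 138.6, 53.0 and 143.7 CPM against 215.4, 87.9 and 220.3.

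**Figure D3:**
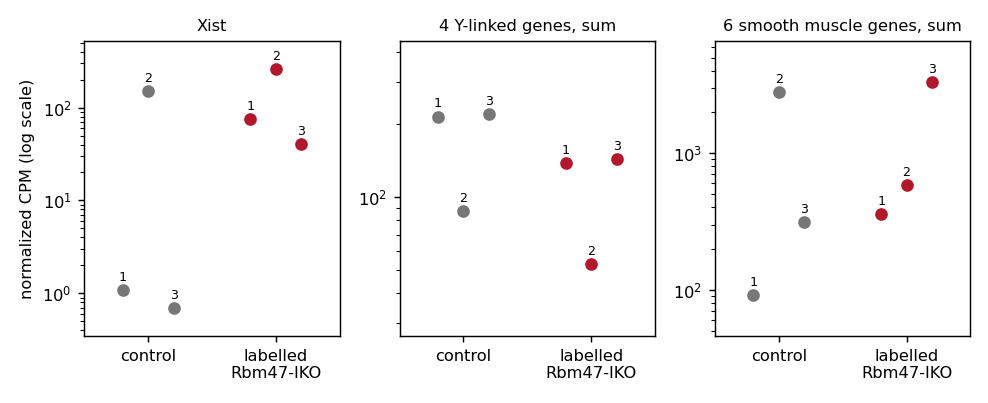
Normalized CPM on a log scale for Xist, the sum of 4 Y-linked genes and the sum of 6 smooth muscle genes, with 1 point per pool marked by its pool number. Control pools 1 and 3 had 1.09 and 0.686 CPM of Xist and the highest Y-linked sums, and muscle genes were highest in Rbm47-IKO pool 3 and control pool 2.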

Further study will be required to substantiate a specific set of target RNAs for intestinal RBM47, and we acknowledge that our analysis, based on mucosal extracts, which contain a mixture of epithelial, stromal, muscle, and vascular endothelial cells, may not offer sufficient sensitivity to resolve enterocyte-specific pathways. For example, RBM47 was shown to modulate expression of IL-10 in B lymphocytes, and overexpression of RBM47 in B lymphocytes conferred protection against colonic epithelial injury in mice following DSS administration (20). Those findings, along with the current findings, suggest that both gain- and loss-of-function phenotypes may be associated with altered *Rbm47* expression, depending on the cell context. In addition, it is likely that RBM47 interacts in multiple combinatorial models involving protein-RNA and protein-protein-RNA complexes (7) whose composition reflects both direct and indirect interactions.

RBM47 has also been implicated in aspects of somatic cell reprogramming, specifically as a regulator of alternative RNA splicing (40). Other work showed upregulation of microRNAs (miR186, 199a, 339), with terminal differentiation of pancreatic islet cells associated with loss of RBM47 expression (41), suggesting that regulated loss of RBM47 expression may function in a developmentally regulated signaling cascade during foregut development. Loss of RBM47 expression is also associated with epithelial-mesenchymal transition, via alternative splicing of *TJP1* mRNA (32). We speculate that alternative splicing of TJP1 alters proliferative activity through pathways including regulating nuclear translocation of ZONAB, a Y-box transcription factor that targets multiple pro-proliferative genes, such as *Cdk4* and *Ccnd1* (33–35).

A further aspect of our findings raises the question of how certain loss-of-function phenotypes following intestinal *Rbm47* deletion can be internally reconciled. More specifically, we observed seemingly disparate findings with protection against injury and colitis-associated cancer despite increased spontaneous tumorigenesis. Possible components of this dilemma reside in the different roles and importance of inflammation- versus oxidation-associated injury as driver events as well as the role of stromal and other sources of signaling molecules. As discussed above, *Rbm47-IKO* mice exhibit augmented antioxidative capacity, which confers protection from inflammation-associated and oxidative injury in colitis-associated carcinogenesis. However, attenuated inflammatory and oxidative injury may be less relevant than upregulation of cell proliferation, particularly in the setting of spontaneous polyposis in *Rbm47-IKO* mice.

Another explanation for the different tumorigenesis pattern in *Rbm47-IKO* mice may reside in the contradictory roles of IL-33/AREG axis signaling in different models. We observed upregulation of the IL-33/AREG axis in *Rbm47-IKO* mice, a pathway previously shown to promote polyposis in *Apc^Min/+^* mice (42, 43). On the other hand, studies have demonstrated that IL-33 signaling via AREG represents a dominant pathway for gut-associated group 2 innate lymphoid cells, whose activation promotes *protection* against colitis and colitis-associated cancer (43). Those latter findings are consistent with yet other findings showing that *Il33*-null mice are more susceptible to DSS-induced injury and colitis-associated cancer (30). Taken together with the current findings showing increased IL-33 and AREG expression in *Rbm47-IKO* mice, we propose that these adaptations might plausibly protect against intestinal injury and inflammation-associated tumorigenesis while promoting spontaneous polyposis. Along these lines, recent work has demonstrated the importance of tumor cell differentiation status in shaping the adaptive immune environment in the *Apc^Min/+^* model, as well as in human colonic adenomas (44). Further study will be necessary to understand the role of altered stromal and microbial signaling in these distinct tumorigenic phenotypes in *Rbm47-IKO* mice.

Other plausible mechanisms linking RBM47 and carcinogenesis include IL-6/STAT3 signaling, which has been associated with decreased RBM47 expression (29). Those findings suggest that loss of RBM47 may arise as a *consequence* of inflammation during cancer progression in addition to cell-intrinsic pathways of downregulation associated with tumor initiation. Downregulation of RBM47 is observed with altered promoter methylation in neuroendocrine pancreatic tumors (45), suggesting yet another mechanism underlying a loss-of-function role in tumorigenesis. With the increasing burden of obesity and its pleiotropic effects on inflammation and cancer (46), it may become increasingly challenging to parse out distinct pathways in a physiological, in vivo setting.

In summary, our findings implicate RBP RBM47 as a cell-intrinsic modifier of intestinal growth, inflammatory, and tumorigenic pathways. Further resolution of the range of cell-specific targets and their function may highlight signaling pathways relevant to tumorigenesis in the setting of both inflammatory conditions such as Crohn’s disease and ulcerative colitis, as well as sporadic CRC.

## Methods

### Animals and husbandry.

Mice were housed in ventilated cages on a 12-hour light/12-hour dark cycle with corncob bedding and ad libitum access to rodent chow (PicoLab Rodent Diet 20, LabDiet) and water unless otherwise noted. *Rbm47^fl/fl^* and *Rbm47-IKO* lines were generated on a C57BL/6J background, as described previously (7). The studies used constitutive Vil-Cre [B6.Cg-Tg(Vil1-cre)1000Gum/J], The Jackson Laboratory 021504. We also used the tamoxifen-inducible Vil-Cre [B6.Cg-Tg(Vil1-cre/ERT2)23Syr/J], The Jackson Laboratory 020282 (47), to generate inducible *Rbm47-IKO* mice. Because inducible and constitutive *Rbm47-IKO* mice exhibited similar phenotypes at baseline, further experiments were done only on the constitutive *Rbm47-IKO* line. Studies show that the Vil1Cre/1000 transgene is expressed extensively in small and large intestine, with only scattered expression in the urogenital tract (48). Studies were performed on chow-fed mice in the range of 8–14 weeks or where indicated in about 12-month-old mice. Where indicated, mice were fed a high–milk fat diet (TD.09766, Envigo Teklad) for 6 months prior to study. Mice received 100 mg/kg BrdU (MilliporeSigma) 2 hours before harvest. *Rbm47^fl/fl^* mice were used as controls in all experiments.

### Mouse irradiation and microcolony assay.

Mice received 12 Gy irradiation in a Gammacell 40 137Cs irradiator at 80.7 cGy/min. Mice were sacrificed at 84 hours, with crypt survival measured using a modified microcolony assay (21, 22). Each mouse was given a mixture of BrdU (120 mg/kg) and 5-fluoro-2-deoxyuridine (12 mg/kg) 90 minutes before sacrifice. BrdU was detected using rat anti-BrdU (1:200; catalog ab6326; Abcam), then developed with DAB (MilliporeSigma). Cross sections of proximal jejunum were used for the microcolony assay. The viability of each surviving crypt was confirmed by incorporation of BrdU into 6 or more epithelial cells within each regenerative crypt. Eight complete cross sections were scored for each mouse. The intestinal sections were also examined for abundance of pericryptal COX2–positive cells. To evaluate apoptosis, groups of mice were sacrificed 6 hours after irradiation. TUNEL-stained sections from jejunal crypts were used to compare apoptosis after irradiation between 2 genotypes.

### DSS colitis model.

Male 10- to 12-week-old mice were administered 3% DSS (TdB Labs) water for 7 days (day 1–8). On day 8, the mice were switched to tap water and followed for 3 more days before harvest on day 11. Body weight, rectal bleeding, and stool consistency were monitored before and during the treatment daily to calculate disease activity score (maximum = 12, Supplemental Table 1). Death or body weight loss more than 20% were considered terminal outcomes in the survival analysis. After harvest, H&E-stained distal colon was examined for determining histologic injury. The injury score (49, 50) was based on the extent of damage (mild, moderate, severe) in 3 compartments: epithelium architecture (hyperplasia/disarray, sloughing/crypt loss, ulcer), mucosal infiltration/inflammation (scattered, dense, lymphoid aggregates), and submucosal inflammation/infiltration (edema or infiltration).

### AOM/DSS treatment.

Mice (5–6 weeks old) were injected intraperitoneally with 10 mg/kg AOM on day 1 and day 3 and otherwise studied as described (38). One week after the second injection, mice were treated with 2.5% DSS water for 1 week, followed by 2 weeks of tap water. The cycle of 1 week DSS water and 2 weeks tap water was repeated 2 more times (total 3 cycles, 9 weeks). Mice were harvested at the end of the third cycle (day 73). After harvest, gross polyp count was examined, and H&E-stained colonic sections were surveyed for length of colon (%) involved with dysplasia graded by a pathologist under a blinded experimental protocol. The abundance of crypt abscess within the dysplastic lesions and stromal immunohistochemical staining for F4/80 were also evaluated.

### Generation of Rbm47^fl/fl^ Apc^Min/+^ and Rbm47-IKO Apc^Min/+^ mice.

Animals were generated by crossing heterozygote C57BL/6J *Apc^Min^*/J males (002020, The Jackson Laboratory) with either *Rbm47^fl/fl^* or *Rbm47-IKO* females. Genotyping for *Rbm47^fl/fl^* and *Rbm47-IKO* was performed as described previously (7). Genotyping for *Apc^Min/+^* was performed using the following primers: MAPCMT (P1) (5′-TTCTGAGAAAGACAGAAGTTA-3′), MAPC15 (P2) (5′-TTCCACTTTGGCATAAGG-3′), and MAPC9 (P3) (5′-GCCATCCCTTCACGTTAG-3′), using the following conditions: 94°C for 3 minutes; 94°C for 30 seconds, 60°C for 2 minutes, 72°C for 3 minutes (30 cycles); 72°C 10 minutes. The PCR generates a 618 bp wild-type band and a 327 bp Apc^Min^ band. All animals were maintained on a breeder diet (S-2335, Envigo Teklad), as described (51).

### Tissue content of glutathione.

Intestinal scraped mucosa and full-thickness colon tissue were used to evaluate tissue content of total and oxidized glutathione following manufacturer’s protocol (Cayman Chemical catalog 703002). Reduced glutathione was calculated by subtracting oxidized glutathione concentration from total glutathione concentration.

### Intestinal permeability.

Intestinal permeability was examined using FD4 (MW 4,000, MilliporeSigma). Control and *Rbm47-IKO* mice were gavaged with FD4 (400 mg/kg body weight), and sera were collected 4 hours later. Serum FITC was measured on a fluorometer (Synergy HT, BioTek) at excitation 485/20 nm, emission 528/20 nm (52).

### Electron microscopy.

Mice jejunum was cut along the mesenteric border, pinned, and rinsed thoroughly with Krebs-Ringer buffer. For scanning electron microscopy (SEM), jejunal samples were fixed using electron microscopy–grade (EM-grade) 2.5% glutaraldehyde and 2% paraformaldehyde (PFA) in 0.10 M cacodylate buffer with 2 mM CaCl_2_ at 37°C, then were allowed to postfix overnight at 4°C. Samples were subsequently rinsed in 0.10 M cacodylate buffer containing 2 mM CaCl_2_ (3 times, 10 minutes) and were processed as described (53) to reduce charging artifacts during imaging. Samples were then dried in a critical point dryer (Leica EM CPD300), mounted on SEM stubs, and coated with 48 nm iridium using a Leica EM ACE600 Sputter Coater. SEM samples were visualized on a Merlin Field Emission Scanning Electron microscope (Carl Zeiss) and acquired using an SE2 secondary electron detector at 2 kV, using a 200 pA probe. For transmission electron microscopy, jejunal samples were fixed using EM-grade 2.5% glutaraldehyde and 2% PFA in 0.10 M cacodylate buffer with 2 mM CaCl_2_ at 37°C for 1 hour, then stored in the fixative overnight at 4°C. Samples were subsequently rinsed in 0.10 M cacodylate buffer containing 2 mM CaCl_2_ (3 times, 10 minutes), postfixed with 1% OsO_4_/1.5% potassium ferrocyanide in 0.10 M cacodylate buffer containing 2 mM CaCl_2_ for 1 hour, washed in MilliQ water (MilliporeSigma; 3 times, 10 minutes), and en bloc–stained in aqueous 2% uranyl acetate (UA) 1 hour in dark. Samples were rinsed in MilliQ water (3 times, 10 minutes); dehydrated in an ethanol series consisting of 30%, 50%, 70%, 90%, 100% 3 times for 10 minutes each; infiltrated with resin through an Epon/ethanol series of 30%, 50%, 70%, 90%, 100% (3 times with microwave assistance); and cured at 60°C for 72 hours. Sections 70 nm thick were cut on a Leica EM UC7 ultramicrotome, counterstained in 2% aqueous UA and Sato’s lead (54), then imaged with a JEOL JEM-1400Plus transmission electron microscope. For 3D x-ray topographic imaging, samples were fixed overnight in 4% PFA at 4°C and were incubated in 1% I2KI Lugol’s Iodine for 5 days. Samples were embedded in a 2% agarose gel and were visualized on a Versa 520 x-ray microscope (Carl Zeiss). Data sets were acquired using a source tuned to 80 keV and either a flat panel (0.4×) or 20× objectives, and tomograms were generated using ORS Dragonfly 2020.2.

### Histology and immunohistochemistry.

For polyp quantification, small intestine and colon were gently dissected and tissues pinned. Two independent observers blinded to genotype quantified the polyps, with consensus achieved in the case of discrepancy. For embedding, mouse intestine and colon were pinned and fixed with neutral formalin overnight, followed by embedding in 2.5% agarose. The embedded sections were cut into 4 μm tissue layers mounted on glass slides for staining. For evaluation of colon mucus layer thickness, colon segments were immediately removed and fixed in ice-cold Carnoy’s solution (ethanol 6: acid acetic 3: chloroform 1, vol/vol) for 2 hours at 4°C. They were then immersed in ethanol 100% for 24 hours at 4°C. H&E-stained intestinal and colonic slides were evaluated with representative views of 30–40 villus and crypt units examined per mouse. Villi with distinctly abnormal shape (e.g., bifurcating or mushroom shaped) or with a width more than the 95th percentile were considered abnormal villi. Crypts in their early stage of duplication and bifurcation were considered as crypt fission. The incidences of abnormal villi and crypt fission were evaluated by examining 200 villus and crypt units per mouse, respectively. Pathologists unaware of the experimental groups performed the histologic survey of the intestinal and colonic polyps (adenomatous versus dysplastic) on the H&E-stained slides. Average abundance of BrdU-positive cells in the crypt was calculated by examining 20–30 crypts per mouse. The percentage of Alcian blue–positive cells was examined in 30–40 sections with complete longitudinal cross-sectional views of villi and crypts. Periodic acid–Schiff was used to stain colon mucus layer. A minimum of 20 measurements were made perpendicular to the inner mucus layer per field, and 10 randomly selected fields were analyzed for each colon. Immunohistochemical analysis was undertaken using anti–cyclin D1, anti-Dclk1 (for detection of tuft cells), anti–Chromogranin A (for detection of enteroendocrine cells), anti-lysozyme (for detection of Paneth cells), anti-COX2, anti-F4/80, and anti–β-catenin antibodies. Antibody sources are as follows: cyclin D1: ab134175 (Abcam), 1:300; DCLK1: ab391704 (Abcam), 1:50; lysozyme: ab2408 (Abcam), 1:200; F480: 70076S (Cell Signaling Technology), 1:600; BrdU: ab152095 (Abcam), 1:500; and β-catenin: 610154 (BD Biosciences), 1:2,000. ImageJ software (NIH) was used to perform the calculations on the images taken with a light microscope from the stained slides. In the case of F4/80, immunohistochemical staining intensity was determined as the ratio of DAP optical density to hematoxylin optical density. Optical densities were calculated as the log (255/mean density measured by ImageJ).

### Organoid experiments.

Enteroids and colonoids were prepared from mouse jejunum and colon crypt stem cells, as described (19). For maintenance passage, organoids were dissociated using trypsin, washed with washing medium, and resuspended in Matrigel for plating. For colony-forming assay, organoids were dissociated more vigorously to single or diploid cells. Calculated volume of the final cell suspension was used to reach 5,000 enteroids and 15,000 colonoids per well. The number of organoids, per well, 7 days postplating was counted using the Cytation 5 scanner (BioTek Instruments) and divided by the initial number of cells plated to calculate colony-forming efficiency (%). Proliferation in organoid cultures was examined using 10 μM EdU added to culture medium for 2 hours, after which samples were fixed in neutral formalin, suspended in prewarmed 2.5% agar, and transformed to molds, which were sectioned onto microscope slides. EdU-positive cells were visualized using the Click-iT Plus EdU Alexa Fluor 488 Imaging Kit (Thermo Fisher Scientific catalog C10632) and following the manufacturer’s protocol. Hoechst (1:2,000) was used for nuclear counterstaining, and ProLong Diamond Antifade Mountant (Thermo Fisher Scientific catalog P36961) was used to prolog the fluorescence signal from the stained slides. Axiovert 200 microscope and Axiocam MRM camera with an Apotome optical sectioning filter (Carl Zeiss) were used to acquire images. ImageJ was used to quantify EdU-positive cells and total nuclei on the acquired images. To evaluate organoid cell viability, cell counting kit-8 (Dojindo Molecular Technologies, Inc. catalog SKU CK04) was used per the manufacturer protocol. Two days after plating, kit solution was added to the organoid culture medium (1:11) followed by 4 hours of incubation at 37°C. The absorbance at 450 nm was measured using a microplate reader. To examine *Fndc5* mRNA stability, enteroids and colonoids were exposed to 1.75 μg/mL and 5 μg/mL of actinomycin D (Thermo Fisher Scientific 11805017), respectively (experimentally determined as optimal doses) in the conditioned media, as described (55). Organoids were collected at baseline and at the indicated time points. *Fndc5* mRNA was quantified by qPCR at different time points and expressed as the proportion of the baseline *Fndc5* mRNA level.

### RNA extraction, cDNA synthesis, PCR, and qPCR.

TRIzol (Invitrogen catalog 15596026) was used per manufacturer’s instructions. Lithium chloride was added to the RNA solution in DSS-treated samples to a final concentration of 2.5 M, and the samples were chilled at –20°C for 30 minutes followed by centrifugation at 16,000*g* for 15 minutes at 4°C. The supernatant was discarded and the pellet washed with ice-cold ethanol (70%) followed by resuspension in nuclease-free water. RNA was extracted from organoids following removal of the Matrigel dome and transferred to 15 mL tubes on ice. The cell pellet was resuspended in 1 mL ice-cold TRIzol and transferred to a –80°C freezer. Total RNA was treated with DNase and then used to prepare cDNA with a High Capacity cDNA Reverse Transcription kit (Applied Biosystems). PCR products were generated from cDNA using Taq DNA polymerase (Invitrogen), and UV-illuminated PCR bands were captured for analysis. qPCR was performed in triplicate using Fast SYBR Green Master Mix (Applied Biosystems) and in a StepOne Plus Real Time PCR machine (Applied Biosystem). Total mRNA levels were expressed either as fold change or –ΔCT by normalization to *Gapdh* RNA in mouse and organoid samples and *Gusb* RNA in human samples. Supplemental Data File 1 lists the sequences for primers used for qPCR.

### RNA-Seq.

For each genotype 3 pools were prepared, each containing a total of 10 μg RNA from 3–4 separate mice. The pools were subjected to oligo deoxy-T selection, cDNA library preparation, and transcriptome sequencing by Illumina HiSeq 2000. Processing of the sequencing data, alignment of the RNA-Seq reads, and expression estimation of known Ensembl transcripts were performed as previously described (56). Benjamini-Hochberg false discovery rate–adjusted *P* values ≤ 0.05 were considered to filter significant differential expression of genes between genotypes. Genes with highly differentiated expressions were outlined by a heatmap generated using Java Treeview (57). To identify functional pathway enrichment within differentially expressed genes, the Database for Annotation, Visualization, and Integrated Discovery tool (58, 59) and STRING network analysis (https://string-db.org/) were used.

### Protein extraction and Western blotting.

Total protein was extracted from scraped intestinal mucosa as described (38). Wells with confluent organoids were washed with PBS. Matrigel-embedded organoids were scratched out of the wells into Cell Recovery Solution (Corning) and kept on ice for 45 minutes. Eluted organoids were washed in PBS, resuspended in cell lysis buffer (20 mM Tris pH 8, 50 mM NaCl, 2 mM EDTA, 1% Triton X-100, 5% glycerol, 100 mM NaF, 1 mM Na vanadate, 50 mM β-glycerophosphate 1× protease inhibitors), and disrupted through an 18-gauge needle. Total protein extract was recovered by centrifugation at 25,200*g*, at 4°C, for 10 minutes. Glass Dounce Tissue homogenizer was used to prepare the nuclear extract (7). The nuclear pellet was resuspended in 80 μL of buffer B (25 mM Tris pH 7.5, 420 mM NaCl, 1.5 mM MgCl_2_, 0.5 mM EDTA, 1 mM DTT, 20% glycerol, 1× protease inhibitor) and incubated in ice for 30 minutes. The suspension was centrifuged at 11,200*g* for 15 minutes at 4°C to collect the nuclear protein fraction. For Western blotting, 50 μg of total protein and 15 μg of nuclear protein were run on 10% and 12.5% SDS-PAGE gels, transferred to PVDF membranes, and probed with rabbit anti-RBM47 (Abcam ab94638; 1:2,000) and rabbit anti-FNDC5 (Abcam ab174833; 1:1,000) antibodies. Rabbit anti-actin (MilliporeSigma; ab179467; 1:2,000) antibody was used to confirm equal loading of protein.

### Data availability.

The RNA-Seq data used and discussed in this study are deposited in the NCBI GEO, accession number GSE206461. TCGA data set was downloaded from https://www.cbioportal.org/study/summary?id=coadread_tcga_pan_can_atlas_2018 Mouse intestinal scRNA-Seq data were derived from ref. 17 and analyzed using Single Cell Portal available at https://singlecell.broadinstitute.org The remaining data are available within the article or supplemental information (17).

### Statistics.

Data are shown as mean ± standard error of mean. *P* value less than 0.05 was considered statistically significant. One-way ANOVA and 2-tailed *t* test were used to compare the mean values across groups, and χ^2^ test was used to compare the distribution of categorical parameters across groups. We used Pearson’s correlation test to examine the association between continuous parameters. Mouse intestinal scRNA-Seq data were used to investigate *Rbm47* mRNA expression in different murine intestinal cells (17). *Rbm47* mRNA expression in human normal, adenoma, and adenocarcinoma colon tissue was extracted from NCBI’s GEO repositories GSE20916 (60) and GSE8671 (61). Furthermore, clinical and gene expression data for 566 patients with CRC were downloaded from TCGA PanCancer colorectal adenocarcinoma database (62–64) through the cBioPortal platform (65, 66). *Rbm47* mRNA expression was compared across CRC patients with different N and TNM stages. Kaplan-Meier curves and simple Cox proportional-hazard analysis were used to examine the association of *Rbm47* expression with overall and progression-free survival. We also used multivariable Cox modeling to adjust the prognostic significance of *Rbm47* expression in patients with CRC for other important prognostic factors, such as TNM stage. GraphPad Prism 9 (GraphPad Software Inc.) and StataMP 17 (StataCorp LP) were used for the statistical analyses.

### Study approval.

Access to the tissue samples from Digestive Diseases Research Core Center (DDRCC) for patients with CRC was approved by the Institutional Review Board of Washington University School of Medicine in St. Louis (IRB 201111078 Washington University DDRCC Biobank). Patients provided written informed consent for the tissue sampling. Deidentified uninvolved and cancer tissue samples from patients with CRC were obtained from the tumor biobank of the DDRCC at Washington University in St Louis. All patients provided informed consent for the collection and use of samples as approved by the Washington University in St. Louis Institutional Review Board as noted above. These samples were collected during the surgery, placed directly into RNALater, kept on the bench at room temperature overnight, and then stored in the –80°C freezer until use. All animal studies were approved by the Washington University in St. Louis Institutional Animal Care and Use Committee (IACUC 20190062 and 21-0276).

## Author contributions

SS and VB designed, conducted, and analyzed experiments. EAM, DMA, YX, and VG conducted and analyzed experiments. JWB, KB, and TCL analyzed data and provided critical input. JCM, MAC, and DCR analyzed data, provided critical input, and obtained financial support. NOD designed the study, analyzed data, provided critical input, and obtained financial support.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental video 1

## Figures and Tables

**Figure 1:**
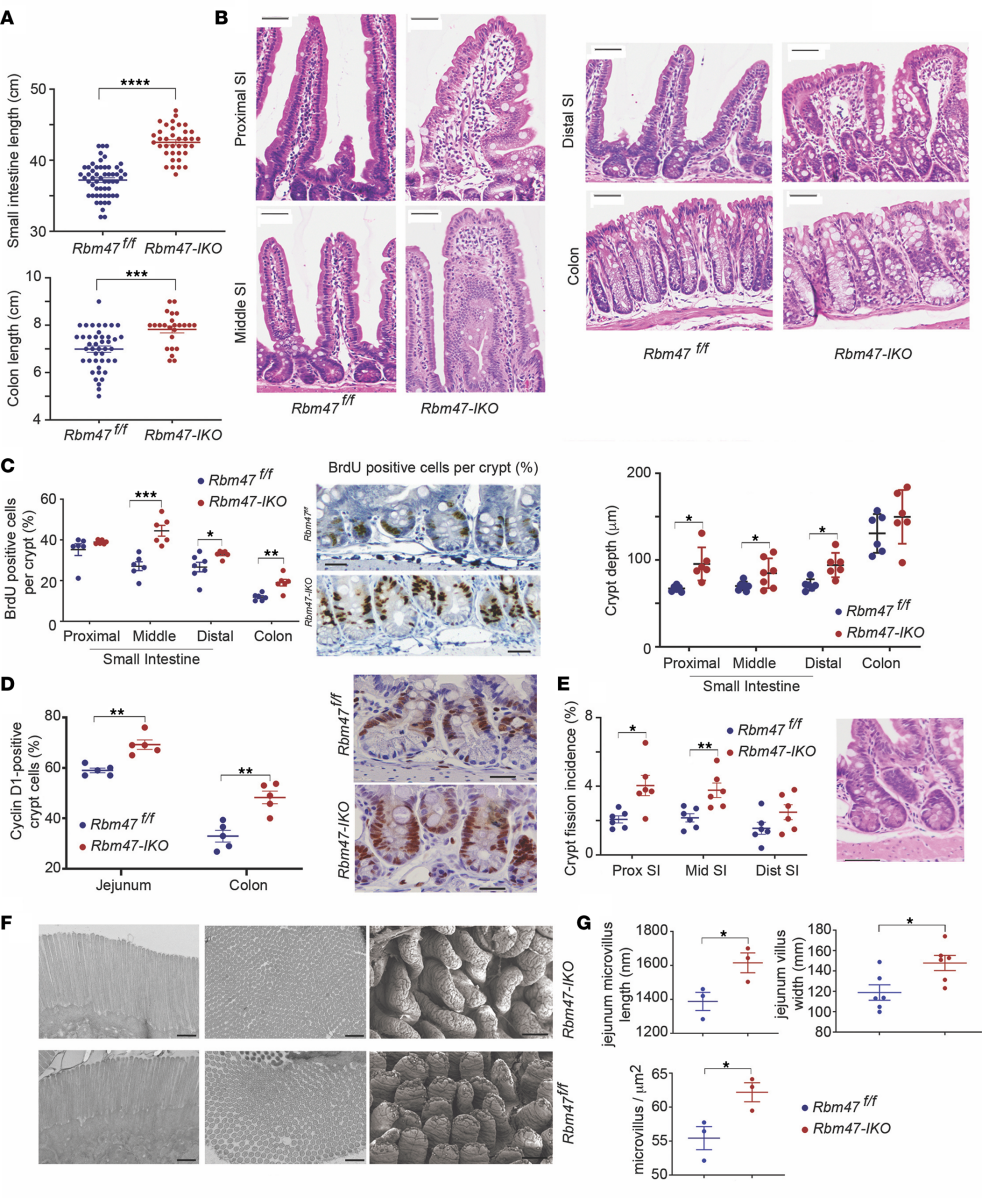
Constitutive intestinal *Rbm47* deletion enhances the proliferation capacity and anatomical development of intestinal epithelium in young (8–14 weeks) mice. (**A**) Small intestine (top) and colon (bottom) length in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 55 *fl/fl*, 37 *IKO* for small intestine and 43 *fl/fl*, 24 *IKO* for colon). (**B**) Top: regional sections of small intestine and colon from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (scale bar: 50 μm). Bottom: Crypt depth in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 6/genotype, 30–40 crypts with longitudinal cross-sectional view per mouse). (**C**) Left: Regional BrdU-positive abundance (% per total crypt cells) in small intestine and colon from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 6/genotype, 20–30 crypts with complete longitudinal cross-sectional view per mouse). Right: BrdU-stained sections of middle small intestine crypts (scale bar: 25 μm). (**D**) Left: Cyclin D1–positive abundance (% per total crypt cells) in jejunum and colon from young *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 5/genotype, 20–30 crypts with longitudinal cross-sectional view per mouse); Right: Cyclin D1-stained sections of middle small intestine crypts (scale bar: 25 μm). (**E**) Left: regional crypt fission in small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 6/genotype, 200 crypts with longitudinal cross-sectional view per mouse per section). Right: H&E-stained view of crypt fission (scale bar: 50 μm). (**F**) Transmission electron microscopic sections exhibiting length (left) and cross-sectional density (middle) of microvilli (scale bar: 500 nm) and scanning electron microscopic sections of villi (right, scale bar: 100 μm) in middle small intestine of young mice. (**G**) Left: Length (top) and density (bottom) of microvilli in middle small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 3/genotype, 75–100 microvilli per mouse). Right: middle small intestine villi width in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 6/genotype, 60–80 villi per mouse). Data are presented as mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 2:**
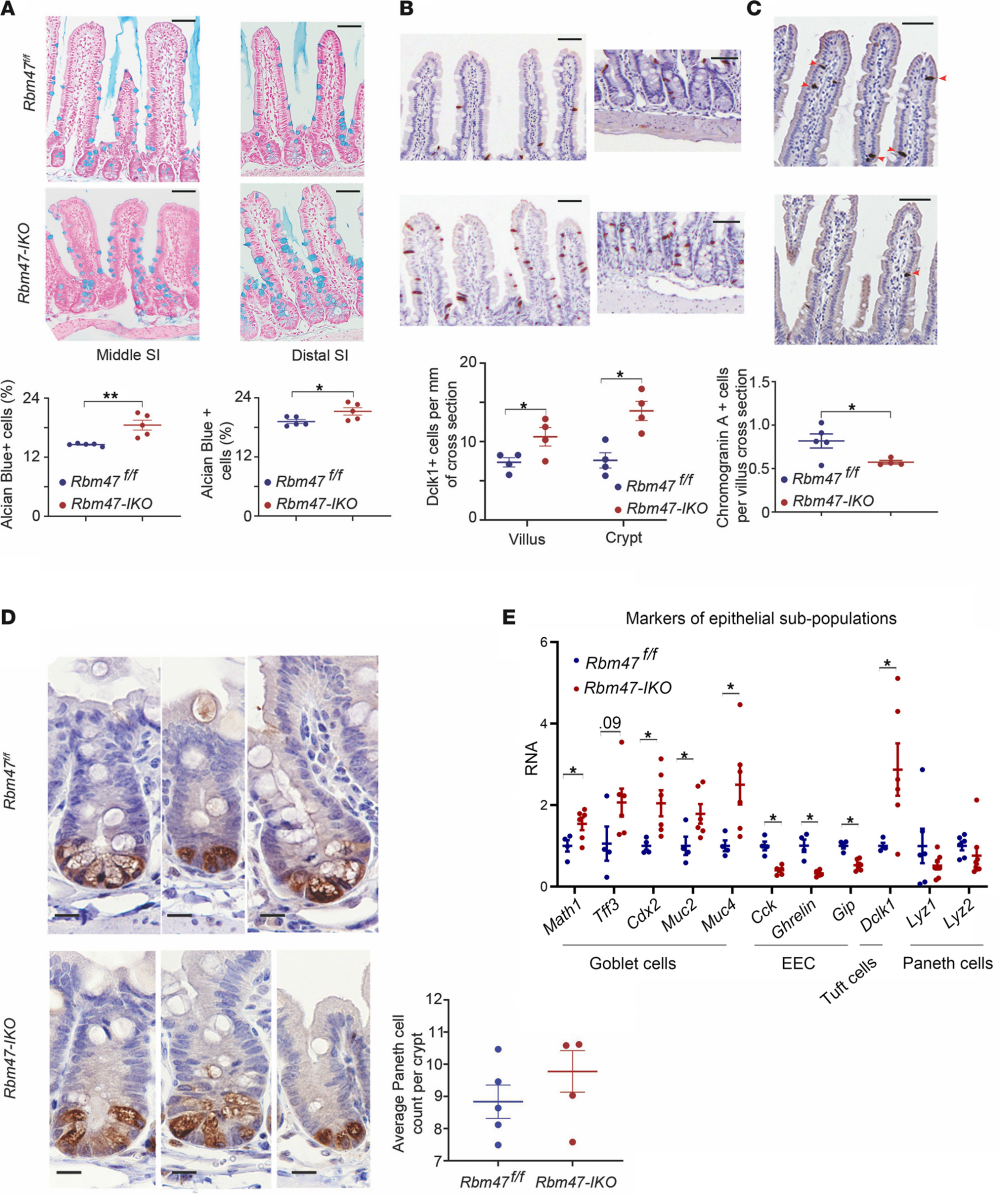
Constitutive intestinal *Rbm47* deletion alters abundance of differentiated cell subpopulations in intestinal epithelium of young (8–14 weeks) mice. (**A**) Top: Alcian blue–stained sections of middle (left) and distal (right) small intestine in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (scale bar: 25 μm). Bottom: goblet cell abundance (% per total cells) in villi and crypts of middle (left graph) and distal (right graph) small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 5/genotype, 30–40 villi and crypts with complete longitudinal cross-sectional view per mouse). (**B**) Top: Dclk1-stained sections of middle small intestine villi (left) and crypts (right) to demonstrate tuft cells in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (scale bar: 25 μm). Bottom: tuft cell abundance (cell count/mm of border) in villi and crypts of middle small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 4/genotype, 30–40 villi and crypts with complete longitudinal cross-sectional view per mouse). (**C**) Top: Chromogranin A–stained sections of middle small intestine villus to demonstrate enteroendocrine cells (EEC) (red arrowheads) in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (scale bar: 25 μm). Bottom: EEC abundance (cell count per longitudinal cross-section of villus) in middle small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 5 *fl/fl* and 4 *IKO*, 30–40 villi with complete longitudinal cross-sectional view per mouse). (**D**) Left: Lysozyme-stained sections of middle small intestine crypts to demonstrate Paneth cells in *Rbm47^fl/fl^* and *Rbm47-IKO* mice (scale bar: 20 μm). Right: Paneth cell abundance (cell count per crypt) in middle small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 5/genotype, 35–40 crypts with complete longitudinal cross-sectional view per mouse). (**E**) qPCR evaluation of different epithelial subpopulation cell markers in middle small intestine from young *Rbm47^fl/fl^* and *Rbm47-IKO* mice (unpaired *t* test, *n* = 4 *fl/fl*, 6 *IKO*). Data are presented as mean ± SEM; *P < 0.05, and **P < 0.01.

**Figure 3:**
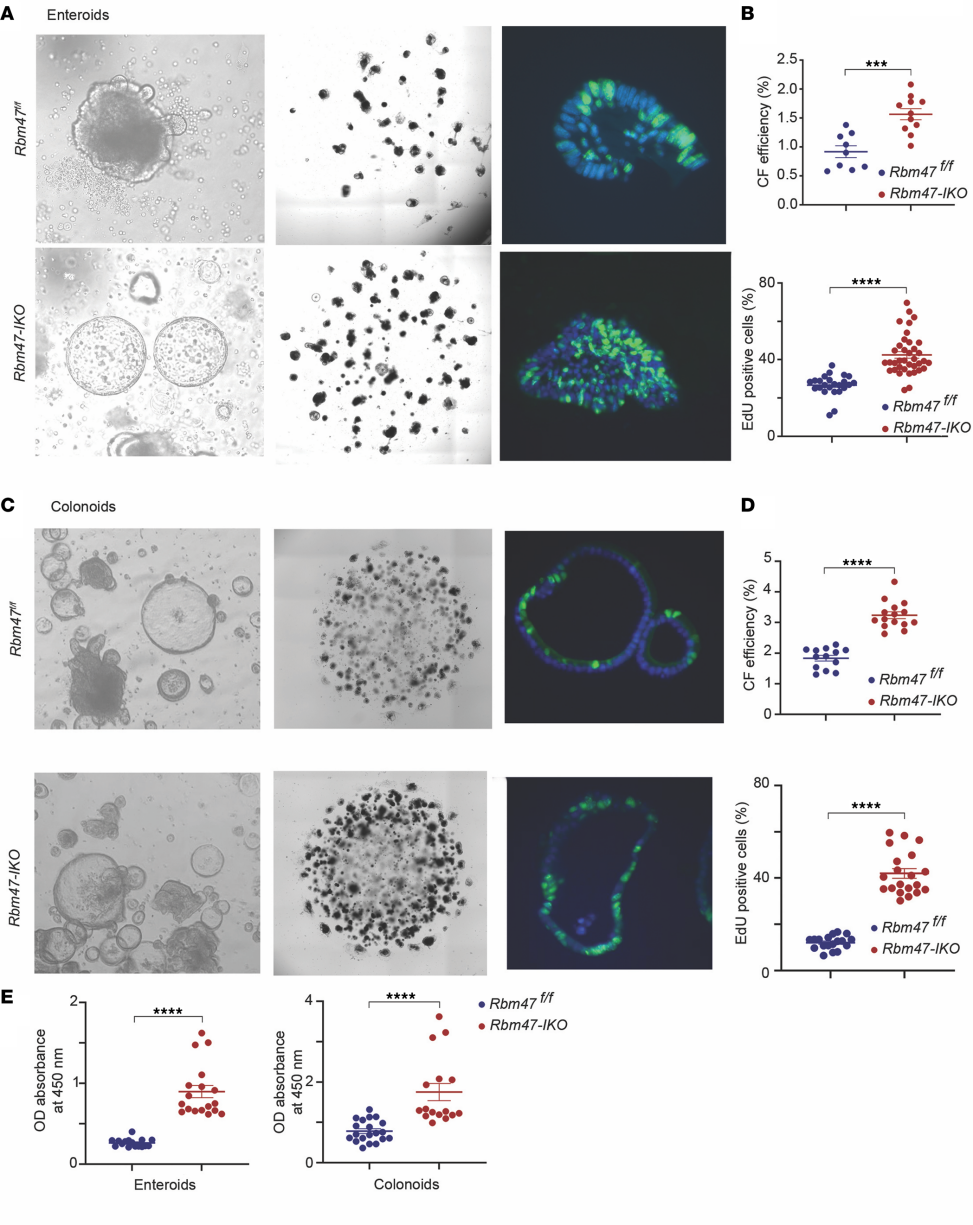
Constitutive intestinal *Rbm47* deletion increases cell viability and proliferation in young (8–14 weeks) mice’s stem cell–derived enteroids and colonoids. (**A**) Left: inverse light microscopic view of *Rbm47^fl/fl^* and *Rbm47-IKO* mice’s middle small intestine stem cell–derived organoids. Middle: Cytation 5 scanner view of colony-forming assay (CFA) using middle small intestine stem cell–derived organoids. Right: fluorescence microscopic images of EdU-stained (shown in green) middle small intestine stem cell–derived organoids. Hoechst (blue) was used for nuclear staining. (**B**) CFA (top) and abundance of EdU-positive cells (% of total cells per organoid) (bottom) in *Rbm47^fl/fl^* and *Rbm47-IKO* mice’s middle small intestine stem cell–derived organoids (mean ± SEM, unpaired *t* test, 9 *fl/fl* and 11 *IKO* experimental replicates for CFA; 24 *fl/fl* and 37 *IKO* organoids for EdU assay); ***P < 0.001; ****P < 0.0001. (**C**) Left: inverse light microscopic view of *Rbm47^fl/fl^* and *Rbm47-IKO* mice stem cell–derived colonoids. Middle: Cytation 5 scanner view of CFA using the colonoids. Right: fluorescence microscopic images of EdU-stained (green) colonoids. (**D**) CFA (top) and abundance of EdU-positive cells (% of total cells per organoid) (bottom) in *Rbm47^fl/fl^* and *Rbm47-IKO* mice’s stem cell–derived colonoids (mean ± SEM, unpaired *t* test, 13 *fl/fl* and 15 *IKO* experimental replicates for CFA; 18 *fl/fl* and 20 *IKO* organoids for EdU assay); ****P < 0.0001. (**E**) Cell viability assay using cell counting kit-8 method in *Rbm47^fl/fl^* and *Rbm47-IKO* mice’s stem cell–derived enteroids (left) and colonoids (right) (mean ± SEM, unpaired *t* test; *n* = 16 *fl/fl* and 18 *IKO* experimental replicates for enteroids; *n* = 20 *fl/fl* and 16 *IKO* experimental replicates for colonoids); ****P < 0.0001.

**Figure 4:**
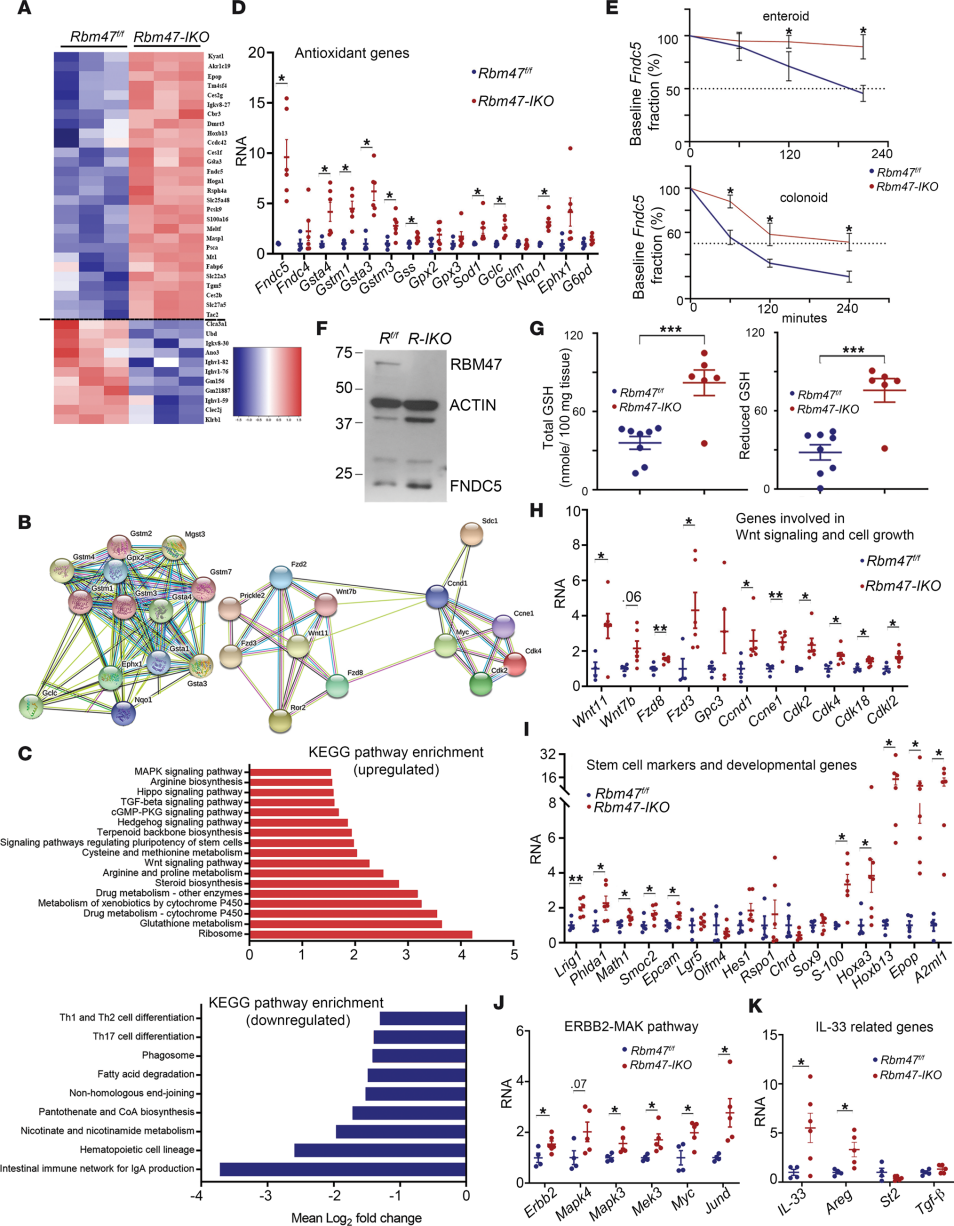
Differentially expressed genes in small intestine from young (8–14 weeks) *Rbm47-IKO* mice. (**A**) Heatmap illustration of top upregulated and downregulated genes in *Rbm47-IKO* versus *Rbm47^fl/fl^* mice. (**B**) STRING analysis of upregulated genes related to oxidative response (left) and WNT signaling (right). (**C**) Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in upregulated (top) and downregulated (bottom) genes. (**D**) qPCR evaluation of differentially upregulated genes involved in antioxidative response and glutathione metabolism (mean ± SEM, unpaired *t* test, *n* = 4 *fl/fl* and 6 *IKO*); *P < 0.05. (**E**) Relative *Fndc5* mRNA abundance at successive time points after actinomycin D treatment as a fraction of baseline *Fndc5* in enteroids (top) and colonoids (bottom) (mean ± SEM, unpaired *t* test, *n* = 3 independent experiments per genotype/time point); *P < 0.05. (**F**) Abundance of RBM47, ACTIN, and FNDC5 proteins in middle small intestine mucosa from *Rbm47^fl/fl^* and *Rbm47-IKO* mice (each lane represents a pool of 3 separate extracts per genotype). (**G**) Tissue content of total (left) and reduced (right) glutathione in middle small intestine from young mice (mean ± SEM, unpaired *t* test, *n* = 8 *fl/fl* and 6 *IKO*). ***P < 0.001. (**H**–**K**) qPCR evaluation of differentially upregulated genes involved in WNT signaling and cell proliferation (**H**), stem cell markers and developmental genes (**I**), genes involved in ERBB2/MAPK pathway (**J**), and IL-33–related genes (**K**) (mean ± SEM, unpaired *t* test, *n* = 4 *fl/fl* and 6 *IKO*); *P < 0.05, **P < 0.01.

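All 28 upregulated genes read from the heatmap in Fig. 4A were higher, and all 11 downregulated genes lower, in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower. With edgeR, 23 of the 28 and 7 of the 11 had an adjusted p of 0.05 or less over all genes tested. Adjusted over each list alone, all 28 and all 11 passed, which shows no stability because the lists are the paper's own calls on these data. The upregulated genes that did not pass were Dmrt3, Hoxb13, Ccdc42, Fabp6 and Tgm5. Their log2 fold changes were 3.00, 3.69, 1.86, 1.93 and 1.95, with edgeR adjusted p of 0.0574, 0.0708, 0.184, 0.201 and 0.0563. The largest increase was in Psca, with 63, 89 and 55 counts in the libraries labelled Rbm47-IKO and 0 in each control library. Against the floor of 3 counts it was at least 22.1-fold higher (edgeR adjusted p = 0.00875). Meltf, Masp1, Tac2 and Slc25a48 followed, with log2 fold changes of 5.38, 4.84, 4.36 and 3.85 and edgeR adjusted p of 0.00875, 0.00596, 0.0145 and 0.00875. Clec2j fell most among the genes that passed, with a log2 fold change of -3.44 (edgeR adjusted p = 0.03). Lsmem1 was at the floor in the libraries labelled Rbm47-IKO and at least 4.57-fold lower there than in controls. Clca3a1, Klrb1 and Ighv2-5 had log2 fold changes of -3.14, -2.92 and -2.86 (edgeR adjusted p = 0.0415, 0.043 and 0.0482). Mt1 rose from 106.8 ± 64.2 CPM (SD, n = 3 pools) to 731.9 ± 139.6 (SD, n = 3), and Sdc1 had a log2 fold change of 1.21 (edgeR adjusted p = 0.0119). Of the networks in Fig. 4B, the 13 oxidative response genes were all higher, with log2 fold changes from 0.66 to 2.17, and 4 passed over all genes tested and 10 over the list alone. The 13 WNT genes were all higher, from 0.34 to 1.72, and 1 passed over all genes tested and 4 over the list alone.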

**Figure 5:**
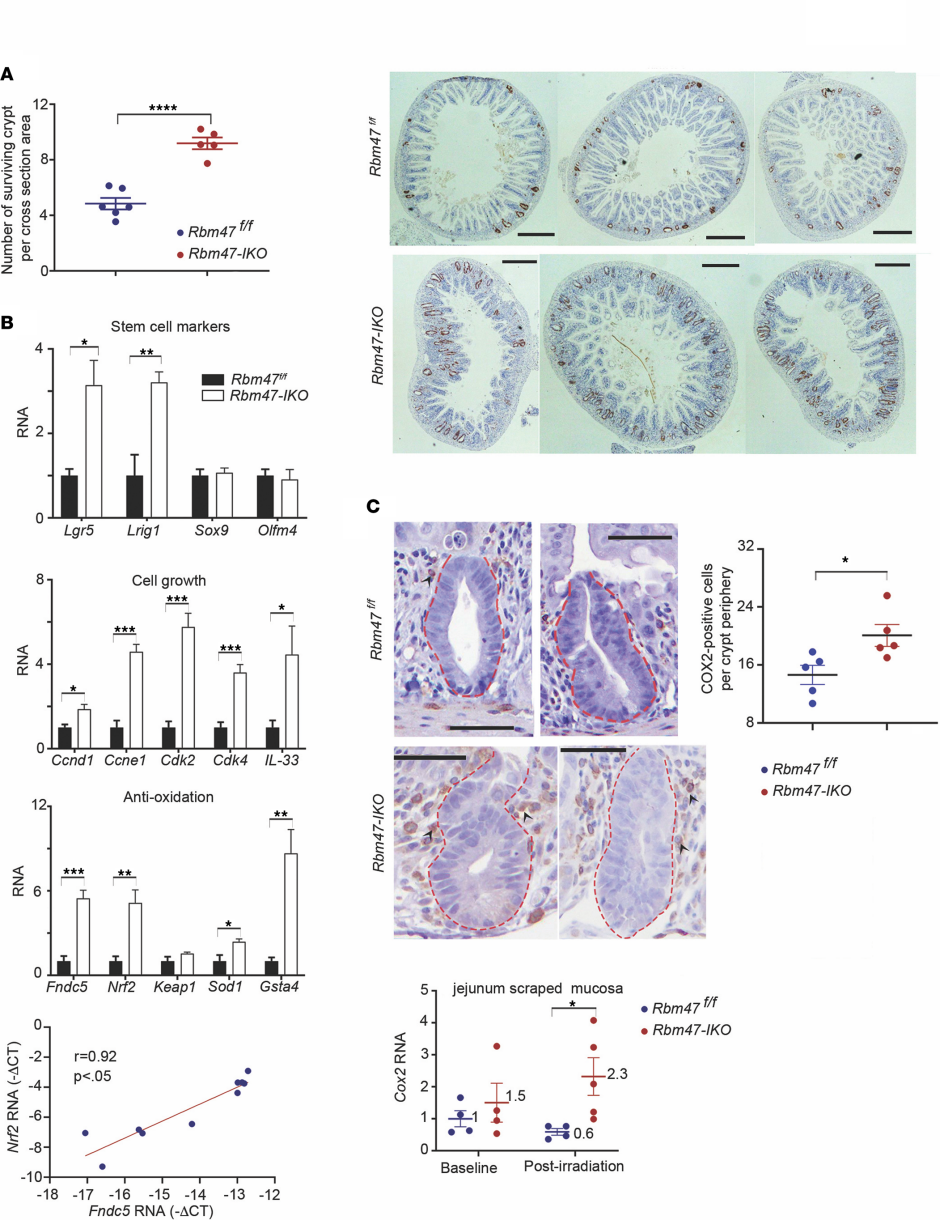
Constitutive intestinal *Rbm47* deletion promotes recovery of small intestine after 12 Gy whole-body irradiation. (**A**) Left: number of surviving crypts, determined using modified microcolony assay, per middle small intestine cross-sectional area in *Rbm47^fl/fl^* and *Rbm47-IKO* mice, 84 hours after whole-body irradiation (mean ± SEM, unpaired *t* test, *n* = 5/genotype, 6–8 cross sections per mouse). Right: BrdU-stained cross sections of middle small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice after irradiation (scale bar: 400 μm). (**B**) qPCR evaluation of stem cell markers, cell growth genes, and antioxidative genes’ expressions as well as the association between *Fndc5* and *Nrf2* expressions in middle small intestine from irradiated *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM and unpaired *t* test for gene expressions, Pearson’s *r* test for correlation, *n* = 5/genotype); *P < 0.05, **P < 0.01, ***P < 0.001. (**C**) Top left: COX2 immunohistochemical staining of middle small intestine from irradiated *Rbm47^fl/fl^* and *Rbm47-IKO* mice (scale bar: 50 μm). Pericryptal COX2-positive cells are marked by black arrowheads. Top right: number of pericryptal COX2-positive cells/mm crypt periphery (mean ± SEM, unpaired *t* test, *n* = 5/genotype, 20–30 crypts with complete longitudinal cross-sectional view per mouse); *P < 0.05. Bottom: *Cox2* mRNA expression in middle small intestine from *Rbm47^fl/fl^* and *Rbm47-IKO* mice before and after irradiation (mean ± SEM, unpaired *t* test, *n* = 4/genotype for each assay); *P < 0.05.

**Figure 6:**
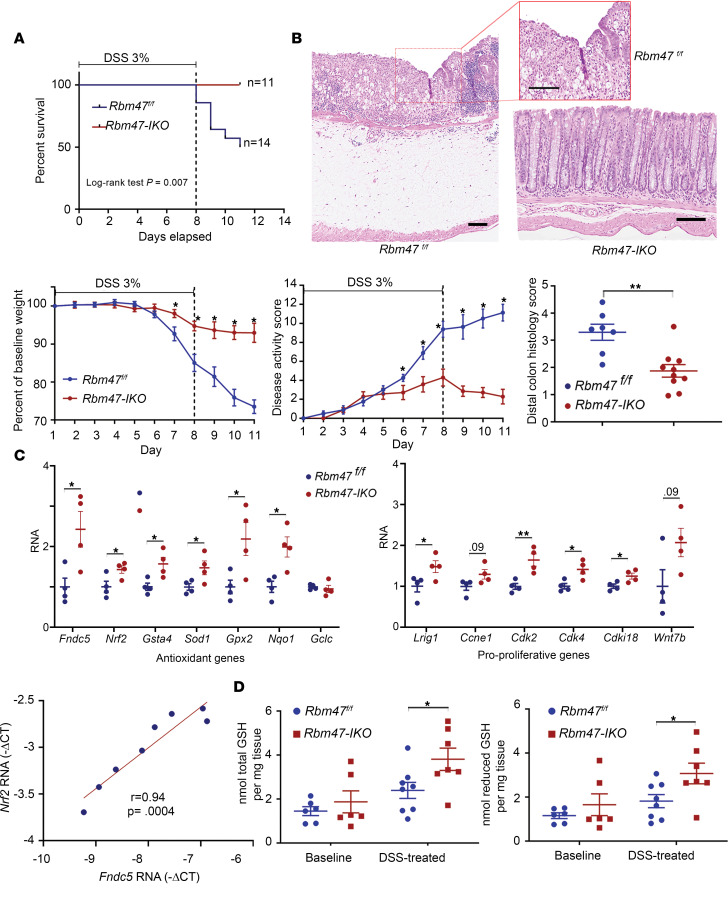
Constitutive intestinal *Rbm47* deletion attenuates colitis after 3% DSS treatment. (**A**) Survival rates (top), percentages of baseline body weight loss (bottom left), and disease activity scores (bottom right) of male *Rbm47^fl/fl^* and *Rbm47-IKO* mice treated with 3% DSS (unpaired *t* test, *n* = 14 *fl/fl* and 11 *IKO*); *P < 0.05. (**B**) Representative H&E-stained sections (top, scale bar: 100 μm) and microscopic histology score (bottom) of distal colon from *Rbm47^fl/fl^* and *Rbm47-IKO* mice treated with 3% DSS (mean ± SEM, unpaired *t* test, *n* = 7 *fl/fl* and 10 *IKO*); **P < 0.01. (**C**) qPCR evaluation of genes involved in antioxidative response and glutathione metabolism (top left), stem cell markers and cell proliferation genes (top right), and association between *Fndc5* and *Nrf2* expressions (bottom) in colons from DSS-treated male *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM and unpaired *t* test for gene expressions, Pearson’s *r* test for association, *n* = 5/genotype); *P < 0.05, **P < 0.01. (**D**) Tissue content of total (left) and reduced (right) glutathione in distal colons from baseline and DSS-treated male *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 6/genotype for baseline and *n* = 8 *fl/fl* and 7 *IKO* for DSS group); *P < 0.05.

**Figure 7:**
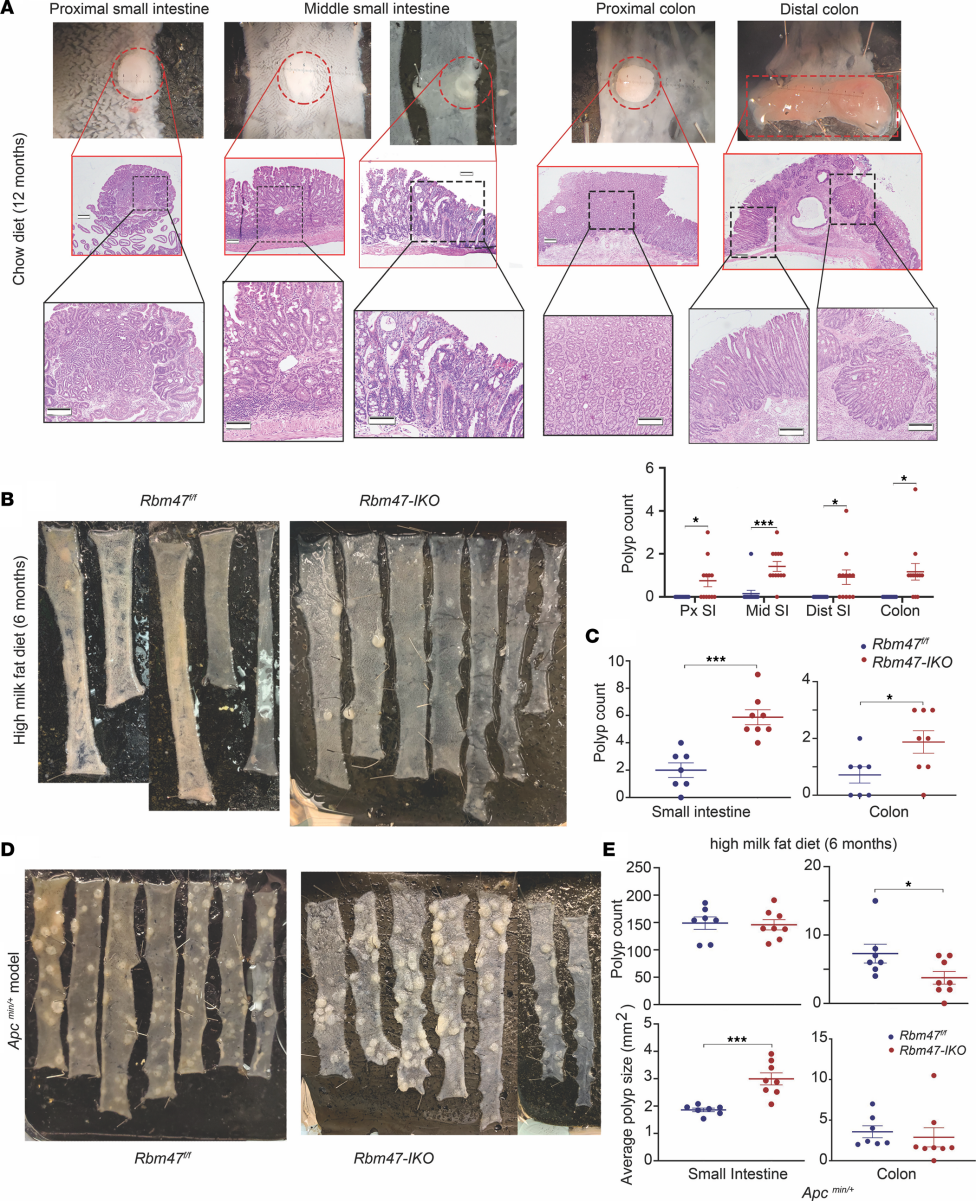
Constitutive intestinal *Rbm47* deletion promotes spontaneous and accelerated intestinal polyposis and results in bigger intestinal polyps in *Apc^Min/+^* mice. (**A**) Representative gross pictures (top) and H&E-stained sections with increasing magnifications (middle) of polyps in different segments of small intestine and colon from aged *Rbm47-IKO* mice on chow diet (scale bar: 100 μm) and regional distribution of polyps (bottom) in small intestine and colon from aged *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 13 *fl/fl* and 12 *IKO*); *P < 0.05, ***P < 0.001. (**B** and **C**) Representative gross pictures (**B**) and polyp count in small intestine (**C** left) and colon (**C** right) from *Rbm47^fl/fl^* and *Rbm47-IKO* mice fed with high–milk fat diet for 6 months (mean ± SEM, unpaired *t* test, *n* = 7 *fl/fl* and 8 *IKO*); *P < 0.05, ***P < 0.001. (**D** and **E**) Representative gross pictures (**D**), polyp count (**E** top), and average polyp size (**E** bottom) in small intestine (**E** left) and colon (**E** right) from *Apc^Min/+^* *Rbm47^fl/fl^* and *Apc^Min/+^ Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 7 *fl/fl* and 8 *IKO*); *P < 0.05, ***P < 0.001.

**Figure 8:**
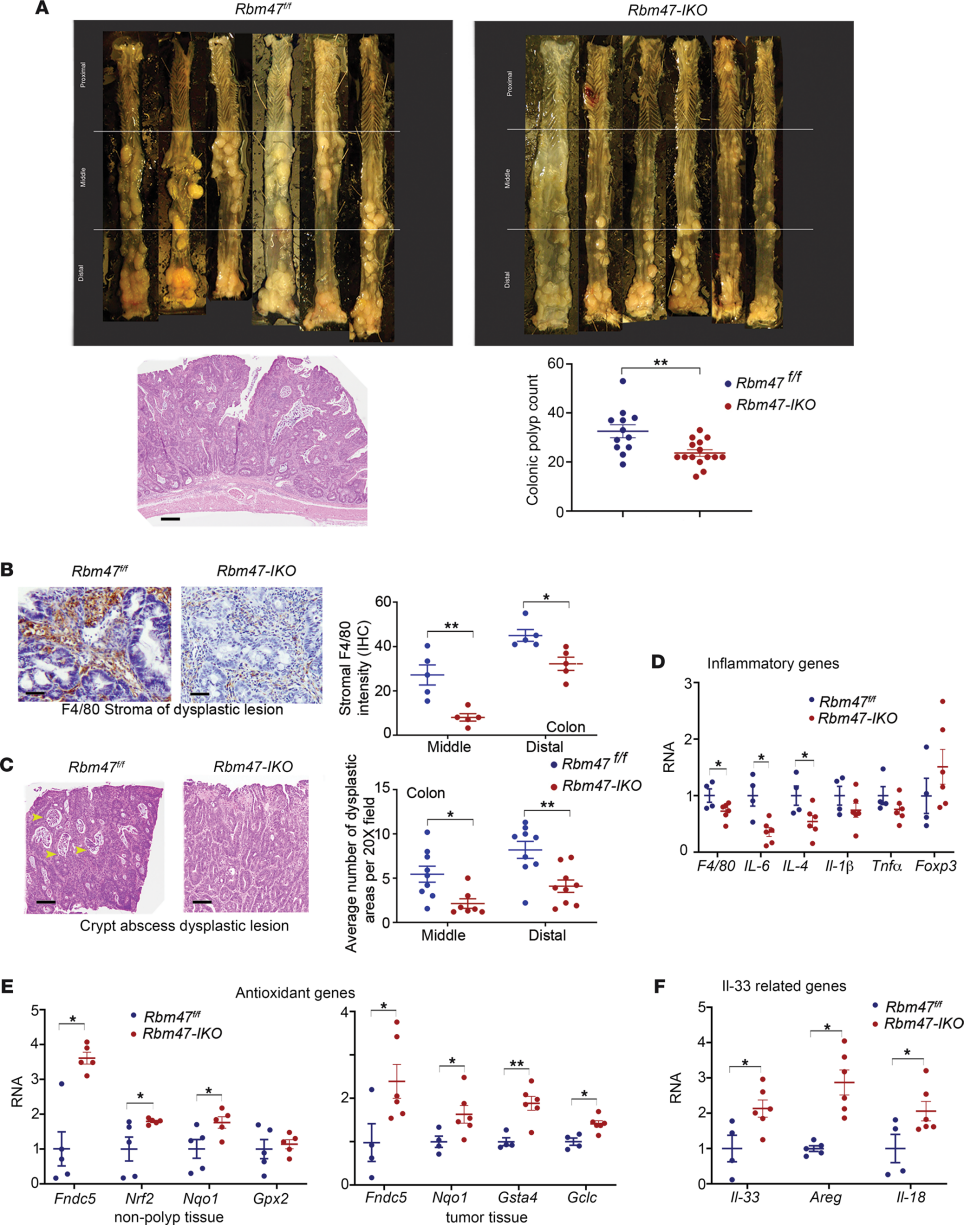
Constitutive intestinal *Rbm47* deletion mitigates colitis-associated tumorigenesis after AOM/DSS treatment. (**A**) Top: Representative gross images of colon from *Rbm47^fl/fl^* and *Rbm47-IKO* mice after AOM/DSS treatment. Bottom: H&E-stained section of a colonic polyp (left, scale bar: 250 μm) from a *Rbm47^fl/fl^* mouse and polyp count (right) from *Rbm47^fl/fl^* and *Rbm47-IKO* mice after AOM-DSS treatment (mean ± SEM, unpaired *t* test, *n* = 12 *fl/fl* and 15 *IKO*); **P < 0.01. (**B**) Immunohistochemical staining intensity for stromal F4/80 (left) and representative F4/80-stained sections (right, scale bar: 25 μm) of dysplastic colonic lesions from AOM/DSS-treated *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 5/genotype, 20 fields at original magnification 40× per mouse); *P < 0.05, **P < 0.01. Staining intensity was determined as the ratio of DAPI to hematoxylin optical density. (**C**) Average abundance of crypt abscess in dysplastic colonic lesions (left) and representative H&E-stained images (right, scale bar: 100 μm) of crypt abscess (yellow arrowhead) within dysplastic colonic lesions from AOM/DSS-treated *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 9 *fl/fl* and 7 *IKO*, 20 fields at original magnification 20× per mouse); *P < 0.05, **P < 0.01. (**D** and **F**) qPCR evaluation of inflammatory genes (**D**) and Il-33–related genes (**F**) in dysplastic colonic tissues from AOM/DSS-treated *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 5 *fl/fl* and 6 *IKO*); *P < 0.05. (**E**) qPCR evaluation of antioxidant genes in nondysplastic (left) and dysplastic (right) colonic tissues from AOM/DSS-treated *Rbm47^fl/fl^* and *Rbm47-IKO* mice (mean ± SEM, unpaired *t* test, *n* = 5 *fl/fl* and 6 *IKO*); *P < 0.05, **P < 0.01.

**Figure 9:**
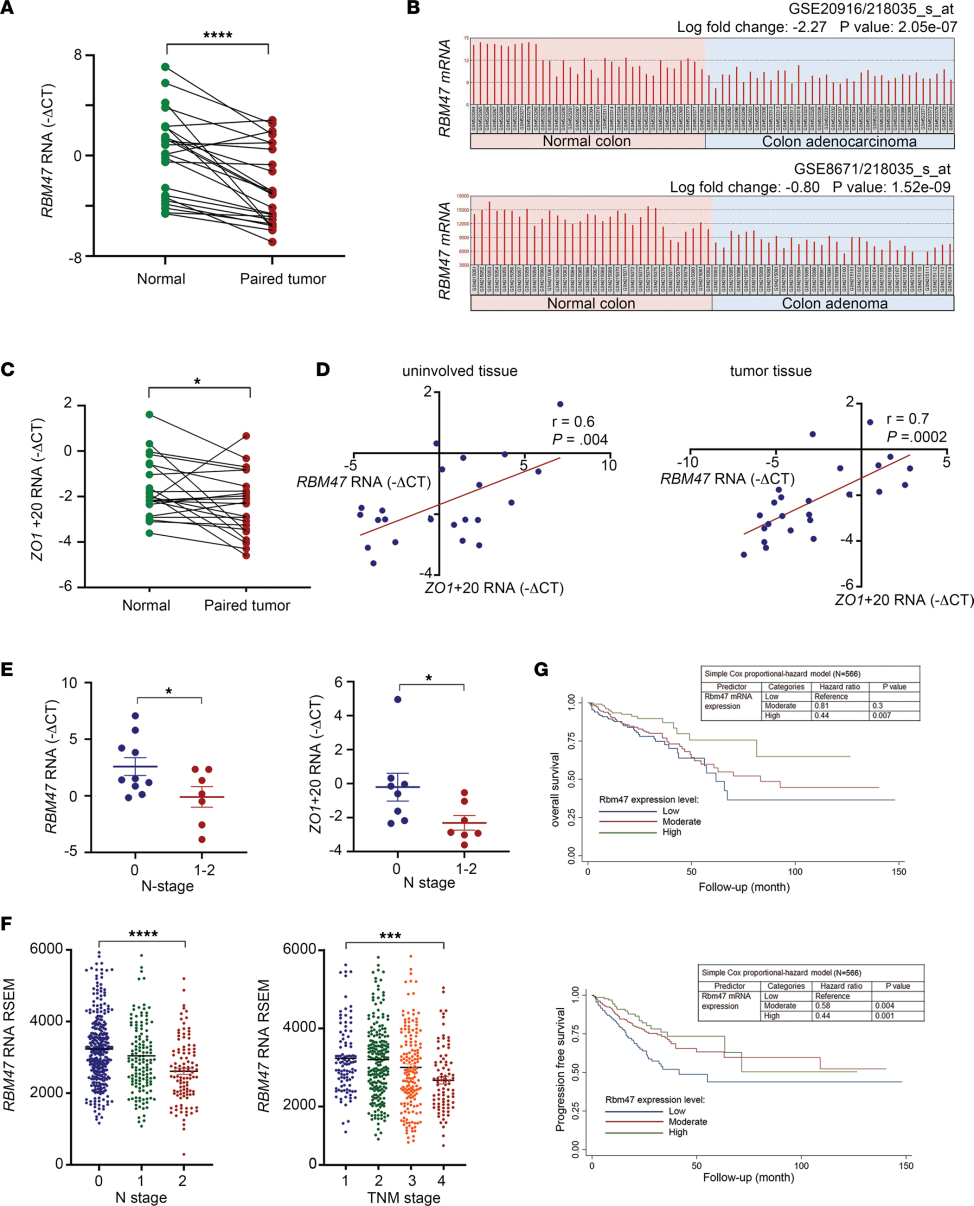
*RBM47* expression and alternative splicing of *Tjp1*/*Zo1* mRNA are downregulated with prognostic impact in patients with colorectal cancer. (**A**) *RBM47* mRNA expression in uninvolved and paired tumor tissue samples from patients with colorectal cancer (paired *t* test, *n* = 24); ****P < 0.0001. (**B**) *RBM47* mRNA expression in normal versus adenocarcinoma colon (top) (*n* = 34 normal and 36 adenocarcinoma) and normal versus adenoma colon (bottom) (*n* = 32 normal and 32 adenoma) samples extracted from NCBI GEO repositories GSE20916 and GSE8671, respectively. (**C**) qPCR evaluation of *Zo1+20* expression in uninvolved and paired tumor tissue samples from patients with colorectal cancer (paired *t* test, *n* = 22); *P < 0.05. (**D**) Correlation of *Rbm47* and *Zo1+20* expressions in uninvolved (left) and tumor (right) tissue samples from patients with colorectal cancer (Pearson’s *r* correlation test, *n* = 22 uninvolved and 24 tumor tissue samples). (**E**) *RBM47* (left) and *Zo1+20* (right) mRNA expressions in colorectal cancer patients with low, 0, and high, 1–2, N stage (mean ± SEM, unpaired *t* test, *n* = 8–10 low stage and 7 high stage); *P < 0.05. (**F**) *RBM47* mRNA expression in colorectal cancer patients with different N (left) and TNM (right) stages (mean ± SEM, ANOVA test, N stage *n* = N0 340, N1 141, N2 108; TNM stage *n* = TNM1 103, TNM2 220, TNM3 170, TNM4 85); ***P < 0.001, ****P < 0.0001. RSEM, RNA-Seq by Expectation Maximization software. (**G**) Overall (top) and progression-free (bottom) survival rates of colorectal cancer patients with different levels of tumoral *Rbm47* mRNA expression (Kaplan-Meier curves and simple Cox proportional-hazard model, *n* = 141 low expression, 282 moderate expression, 141 high expression). For **F** and **G**, data were extracted from PanCancer colorectal adenocarcinoma database of The Cancer Genome Atlas.

**Table 1:**
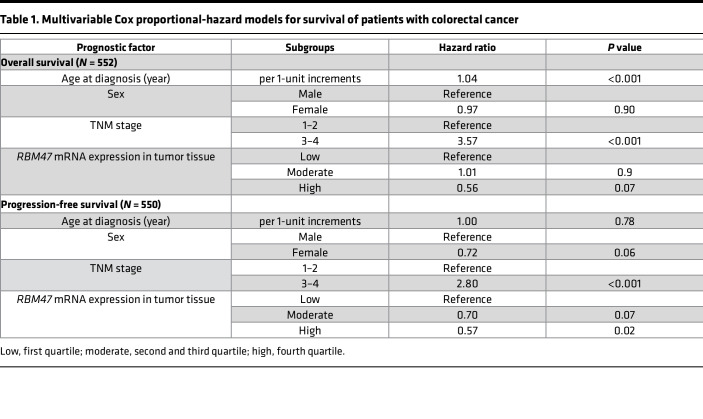
Multivariable Cox proportional-hazard models for survival of patients with colorectal cancer

How the deposited data were processed for this re-analysis (not part of the article)

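Mucosal RNA of Rbm47-IKO and control mice was analysed in 6 libraries, 3 pools per genotype, each from several mice. The pools were grouped by the genotype in their labels and the paper's methods, with the paper's floxed mice and the labels' wild type taken as the same control group. The authors deposited 1 table per pool with the count of reads on each of 38561 Ensembl genes, not normalized. The authors' CPM column is the count scaled to the column total, and the authors' RPKM column is that CPM per kilobase of gene length. Both were recomputed from the counts and differed by less than rounding, and neither was used further. The authors' text refers to earlier work for alignment and expression estimation, so that the aligner, the counting program, its use of strand and the genome build are not named there. Gene positions are printed as the tables give them. Of the 38561 genes, 36723 were found in GENCODE M21 (GRCm38), and 36597 of those overlap their position in it. Genes not in it held 0.346% of the counts. Symbols and 3′ UTRs were taken from that annotation.

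Counts were analysed with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 in R 4.3.3, and with Python 3.11.15. Genes past the filterByExpr function of edgeR (16425) were normalized by TMM and tested with the quasi-likelihood test, with a Benjamini-Hochberg adjusted p of 0.05 or less as the threshold, which is the paper's. CPM values in the text use the TMM library sizes. Gene sets and marker lists were tested with camera on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01. UTR features were compared with 10000 draws of genes matched in 10 bins each of UTR length and expression. The depth of 31560320 to 38951830 counts per pool was similar between genotypes, and 3 counts were taken as the smallest level that could be told from none. With 3 pools against 3, an exact permutation test cannot give a p below 0.1. Reads are not independent molecules, and floors cover counting error only.

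The sample mapping, the tests and 11 alternatives for the gene test, besides leaving out each of the 6 pools, were chosen before the data were examined. They were other normalizations (DESeq2, RLE, upper quartile and library size), other filters, a robust fit, limma-voom, a fit with the pool number as a block, the removal of immunoglobulin genes and a 2-fold minimum. Added after the data were seen were 3 fits, with the Y-linked genes as a covariate, with the muscle genes as a covariate, and with an offset from a lowess curve (span 0.3) of each pool on GC content. UTR draws matched on GC content, and UTRs of the genes called with that offset, were also added then. The pairing of pools in the block fit comes from the numbers in the sample labels. The genes named in the text were Rbm47, the genes of Fig. 4A and Fig. 4B and those the paper names for the RNA-Seq, the genes of the qPCR panels, and the 5 called genes with the largest change each way whose pools did not overlap. Xist, Myh11, Ciart, Nnt, Akp3, Igf2bp1, Rab42 and Slc13a1 fall outside that rule and were chosen after their values were seen. Besides the means of the goblet and tuft lists, values of only 5 of the 13 marker lists are given, also chosen after the values were seen.

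The gene test was tested on simulated data with 200 genes of 16425 changed, in 5 draws. It called 67.6% of the changed genes, and 9.4% of its calls were unchanged genes. DESeq2 called 77.7%, and 25.2% of its calls were unchanged genes. Among unchanged genes, 4.59% had an unadjusted edgeR p under 0.05. With no gene changed, 1 of 16136 genes was called. Camera found the 1 changed set and 0 of 20 unchanged sets. The simulated genes were drawn independently, so that this could not show false calls of sets whose genes vary together. The UTR test gave a p of 0.05 or less for 1 of 40 random lists of 200 genes. No pools were identical, and none was left out. KEGG, DAVID and STRING were not used here.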

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

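The tests of sex, muscle and library size below were chosen only after the values of these genes were seen.

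Of the 443 genes that passed the adjusted threshold, 404 lie outside the genes the paper discusses, 207 of them higher in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower. The 5 with the largest increases and with control libraries above the floor of 3 counts were chosen after their values were seen. Akp3 had a log2 fold change of 2.82 (edgeR adjusted p = 0.0424), with 309, 321 and 809 counts against 32, 96 and 90 in controls. Igf2bp1 had 2.56 (edgeR adjusted p = 0.029), from no more than 41 counts in any library. Rab42 had 2.37 (edgeR adjusted p = 0.045), Ciart 2.00 (edgeR adjusted p = 0.00872) and Slc13a1 2.00 (edgeR adjusted p = 0.0113). All 5 were higher in each of the 3 libraries labelled Rbm47-IKO than in each control library. With each pool left out in turn, the log2 fold change of Akp3 ranged from 2.13 to 3.08 and that of Slc13a1 from 1.79 to 2.15. Akp3, Igf2bp1 and Rab42 did not pass in any of those 6 fits, with adjusted p from 0.059 to 0.136, 0.0517 to 0.188 and 0.0644 to 0.207. Ciart passed in 4 of them and Slc13a1 in 3.

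Unequal sex composition, smooth muscle content, GC content and library size were weighed as technical sources of these 5 increases. Harvest time was not weighed here and remains open for Ciart, which is in the circadian marker list. All 5 genes kept at least 50 percent of their log2 fold change with the sex covariate, all 5 with the muscle covariate, all 5 with the GC offset and all 5 with library size as the only scaling. These tests could hardly have come out otherwise, because genes that pass the test vary little within genotype relative to their change between genotypes. The other scaling and the GC offset also moved the values little (99.7 to 100.7% of each change was left with library size only and 93.2 to 108.3% with the GC offset). Library totals differed by at most 1.23-fold, less than any of the 5 increases, which goes against library size. All 5 genes were lower in control pool 2 than in each library labelled Rbm47-IKO, although its muscle sum was above those of Rbm47-IKO pools 1 and 2 and its Y-linked sum below those of Rbm47-IKO pools 1 and 3, so that neither muscle nor sex alone gives this order. A part played by sex, muscle or GC content in the size of the increases cannot be told apart from genotype by these tests. A genotype effect on these genes remains a hypothesis. It also rests on labels that the whole-gene counts of Rbm47, which were not lower, leave unsettled.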

How the results depend on the processing

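The tests of chance splits are given under the other observations, and the fits with a covariate or a GC offset and the UTR draws matched on GC content were chosen only after the data were seen.

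The count of differentially expressed genes was 443 and depended on the fit. DESeq2 called 1243 genes (667 higher, 576 lower), and with a 2-fold minimum 180 remained (105 higher, 75 lower). The other normalizations, filters, the robust fit, limma-voom and the removal of immunoglobulin genes gave 383 to 614 genes. Among these, upper-quartile factors gave fewer higher than lower genes (250 higher, 283 lower), and the others gave more. Across the 6 fits that each left out one pool, 0 to 431 genes were called, 0 to 220 higher and 0 to 211 lower. The fit with 0 genes had 1729 genes with an unadjusted p under 0.05. With the sex covariate 58 genes were called (35 higher, 23 lower), with the muscle covariate 716 (385 higher, 331 lower) and with the GC offset 271 (155 higher, 116 lower), 259 of them among the 443. The causes of these differences were not tested.

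With the pool number as a replicate block, 100 genes were called (63 higher, 37 lower), 15 and 1 of the upregulated and downregulated genes of Fig. 4A, 5 of the qPCR genes and 3 marker lists. Same-numbered pools are different mice, and the correlations of their deviations from the group means were 0.408, -0.003 and -0.277, with a mean of 0.043. In each same-numbered pair the Y-linked sum was lower and Xist higher in the library labelled Rbm47-IKO.

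For the lists read from Fig. 4A, 23 upregulated and 7 downregulated genes were called. With 1 pool left out, the counts ranged from 0 to 24 and from 0 to 6. Requiring 10 counts in every pool gave 4 downregulated genes, and the sex covariate gave 9 upregulated and 0 downregulated genes. Of the oxidative genes of Fig. 4B, 4 were called, 9 with DESeq2, 1 with the sex covariate, 10 with the muscle covariate and 0 to 7 with 1 pool left out. Of the WNT genes, 1 was called, 3 with DESeq2, 0 with the sex covariate, 2 with the muscle covariate and 0 to 2 with 1 pool left out. Of the qPCR genes, 8 were called, 16 with DESeq2, 3 with the sex covariate, 15 with the muscle covariate and 0 to 13 with 1 pool left out. The causes were not tested.

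Rbm47 was higher in the libraries labelled Rbm47-IKO in every fit, with log2 fold changes from 0.39 to 0.45 over the alternatives with all 6 pools. It passed the adjusted threshold with DESeq2 (0.41, adjusted p = 0.00105) and with library size only (0.41, adjusted p = 0.0473), where adjusted p over the alternatives chosen in advance with all 6 pools ranged from 0.00105 to 0.206, and with 1 pool left out from 0.117 to 0.356. A2ml1 ranged from -0.60 to 0.24 with 1 pool left out and was 0.00942 with the sex covariate. Myh11 ranged from -1.03 to 2.67 and was -0.000805 with the muscle covariate, which is built from it. Smoc2 ranged from -0.27 to 0.94 and was -0.0292 with the muscle covariate. Over the 49 named genes other than Rbm47 and their 966 fits, 781 kept their side of the threshold, 143 lost it, 35 gained it and 7 changed direction.

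Of the 10 gene sets, 8 passed, 0 with the inter-gene correlation estimated per set (0 at an unadjusted p under 0.05), 4 with the sex covariate, and 7 to 9 with 1 pool left out. The sets lost with the sex covariate were glutathione (mean 0.27), Wnt and Frizzled (0.26), nonhomologous end joining (-0.14) and ribosomal protein (0.0431). The mean of the ribosomal protein set was 0.13 and ranged from -0.0373 to 0.225 with 1 pool left out. Of the 13 marker lists 1 passed, 0 with the estimated correlation (1 at an unadjusted p under 0.05), and 1 to 4 with 1 pool left out. With 1 pool left out the muscle mean ranged from -0.10 to 2.50 and the proliferation mean from -0.309 to 0.0776. The causes were not tested.

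AUUUA density of lower genes stood above the draws under every alternative but the draws matched on GC content (1.995 against 2.034 per kb, permutation p = 0.8). For higher genes (0.83 per kb) the difference was not past 0.05 with a 2-fold minimum (0.704) or with GC-matched draws (0.83). With genes called under the GC offset the density lay above the draws (1.29). Runs of U in higher genes (0.362) were not past 0.05 with a 2-fold minimum (0.0), no matching (0.362), GC-matched draws (0.362) or the GC offset (0.576). For higher genes, the shortest UTR (both motifs) and 8 U could not show fewer motifs, because the medians of genes and draws were both 0.0. In lower genes (0.855) runs of U passed without matching (0.855) and lay below the draws with a 2-fold minimum (0.535), with GC-matched draws (0.855 against 1.057, permutation p = 0.048, so past 0.05 in the opposite direction) and with the GC offset (0.599). Other causes were not tested.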

Differences from the paper's values

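In this part, the fit with the muscle covariate was chosen only after the result was seen. The gene sets here were defined by symbol, not by KEGG, and the bars of Fig. 4C were read by eye.

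The bars of Fig. 4C are of pathways enriched among genes already called upregulated or downregulated, with an axis of mean log2 fold change printed under the downregulated ones, and which genes each bar averages is not stated. The means here cover all tested members of a set, so that the 6 comparisons are not like for like. The paper's bar was about 4.2 for ribosome, against 0.13 for the ribosomal protein set here. It was about 3.6 for glutathione metabolism, against 0.47, and about 2.3 for Wnt signaling, against 0.44 for Wnt and Frizzled genes. The paper's bar was about 1.5 for MAPK signaling, against 0.0898 here. For nonhomologous end joining it was about -1.5, against -0.19, and for the intestinal network for IgA production about -3.7, against -0.47. All 6 kept the sign of the paper's bar in the main analysis. None of the alternatives set before the data were examined closed any of the 6 gaps, and the ribosomal protein mean was -0.0373 without control pool 3.

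The paper shows 28 upregulated and 11 downregulated genes in Fig. 4A, of which 5 and 4 did not pass here. Of these 5, Dmrt3, Hoxb13 and Tgm5 passed with DESeq2 and with no filter. Dmrt3 and Tgm5 passed with limma-voom, and Tgm5 with the robust fit and with at least 10 counts in every pool. Fabp6, Hoxb13 and Tgm5 passed without control pool 1, and Dmrt3 and Hoxb13 without control pool 2. Of the 4 downregulated genes, Ano3, Ighv1-82 and Igkv8-30 passed with DESeq2, Igkv8-30 with no filter, Ighv1-59 without Rbm47-IKO pool 3 and Ano3 without control pool 2. With the muscle covariate, chosen after seeing the values, all 5 upregulated genes and Ighv1-59, Ighv1-82 and Igkv8-30 passed.

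The paper names Gstm genes among the highly upregulated. The log2 fold change of Gstm1 was 1.46 here, with an edgeR adjusted p of 0.135, and it passed only without control pool 2 and with the muscle covariate, chosen after seeing the values. Of the 9 oxidative genes of Fig. 4B that did not pass, Ephx1, Gclc, Gpx2, Gstm3 and Gstm7 passed with DESeq2. Gstm3 passed with the replicate block, Gclc without control pool 1, and Gstm1, Gstm2 and Gstm3 without control pool 2. With the muscle covariate, Ephx1, Gclc, Gstm1, Gstm2, Gstm3 and Gstm7 passed. Of the 12 WNT genes that did not pass, Fzd3 and Prickle2 passed with DESeq2, and Fzd3 without control pool 2 and with the muscle covariate.

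The paper's Fig. 4C places drug and xenobiotic metabolism by cytochrome P450 among the upregulated pathways. The mean log2 fold change of the 24 cytochrome P450 genes tested here was -0.36 (camera adjusted p = 0.00171), with 7 genes higher, and it was below 0 in every fit. With the correlation between genes estimated, the camera adjusted p was 0.424. The pools of the genotypes overlapped (exact permutation test of the pool means, p = 0.3), so that a decrease of this set was not established. That set holds no glutathione transferases.

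The paper reports negligible Rbm47 mRNA and protein in the intestine of Rbm47-IKO mice. The log2 fold change of Rbm47 between the libraries labelled Rbm47-IKO and control was 0.42 here, and it was above 0 in every fit. These measures are not like for like. The paper's mouse Rbm47 primers lie in a single coding exon, the counts here cover the whole gene, and protein was not measured here. Counts on other exons could remain after loss of that exon.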

Other observations

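The tests of mislabelled samples, female RNA, muscle content, harvest time, the strain variant, the plasma cell pool and the chance splits of gene sets and marker lists were chosen only after the result was seen.

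Rbm47 had more counts in the libraries labelled Rbm47-IKO than in controls. If the labels were swapped, genes that the paper found changed by qPCR would go the opposite way here. Of 34 genes with an asterisk in Fig. 4, read by eye, 32 (94.1%) went the same way, and 8 passed the adjusted threshold. Epcam (-0.13) and A2ml1 (-0.19) went the opposite way. The paper presents these as genes upregulated in the RNA-Seq and does not say whether the qPCR mice were others than the pooled ones, so that their direction was largely fixed by that choice. The cell type markers of Fig. 2E, also measured by qPCR, are not presented as chosen from the RNA-Seq, except Atoh1. That gene, Math1 in Fig. 2E, is also in Fig. 4I, so that its direction was largely fixed in the same way. Of the 9 markers shown changed, Atoh1 included, 9 went the same way here, 6 higher with none called and 3 hormone genes lower with 1 called. This goes against a swap of all labels, but only weakly. Markers of a cell type can vary together across the 6 pools, and the 6 higher markers had log2 fold changes from 0.057 to 0.971. The wider marker lists were mixed, with 7 of 8 goblet genes higher (mean 0.235) and 4 of 12 tuft genes higher (mean -0.071). Lyz1 and Lyz2 were not shown to change and were both lower here without passing. The log2 fold change stayed at or above 0.39 over the scalings tested, which goes against normalization. The paper's mouse Rbm47 primers match a 58 bp stretch of a coding exon of 1160 nucleotides at 66026130 to 66027289 of chromosome 5 in GRCm38. That exon is 16.9% of the 6859 counted nucleotides, so that most counts could remain after its loss. Which exon was floxed is not stated in the paper's text, and exon counts were not analysed here, so that a remaining transcript cannot be told apart from presence of the intact gene.

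Other splits of the 6 pools were tested for the 443 genes. Of the 4 splits that part all same-numbered pools, 1, the real one, gave as many genes. The other 3 gave 0 genes, with 315 to 759 genes at an unadjusted p under 0.05 against 2756. Of the 6 splits that part 1 pair each, 1 gave 6 genes, with 2050 at an unadjusted p under 0.05, and the others gave 0, with 95 to 1168. For the 8 gene sets, 1 of the 4 splits, the real one, gave as many, and the others gave 2, 7 and 3. For the 1 marker list, 4 of the 4 splits gave as many. With 4 such splits even the real one alone is a large share, so that these shares could not have excluded chance. For the gene count, 1 of 16136 genes was called in simulated counts with no gene changed, which goes against counting noise as its source. Of tested genes, 23.3% had pools that did not overlap between genotypes, where the average over the 10 possible splits is 10%. Genes vary together across pools, so that a single split can differ from that average. This share was not computed for the other splits and cannot exclude chance.

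Log2 fold change correlated with GC content across genes (Spearman's rho 0.271), and not with gene length (0.021). Deviations of log2 CPM from the gene mean correlated with GC content at 0.115, 0.235 and 0.166 in the libraries labelled Rbm47-IKO and at -0.252, 0.074 and -0.236 in controls. GC content may therefore contribute to part of the calls, although 271 genes still passed with the offset and 259 of them were among the 443. The AUUUA difference of lower genes was gone against draws matched on UTR GC content (permutation test, p = 0.8). Such draws also match in part on a motif made of A and U alone, so that base composition was not shown to be the whole source. The genes called lower with the GC offset still had more AUUUA than their draws (1.718 against 1.242 per kb, permutation test, p = 0.014). Those draws were matched on UTR length and expression only. The UTRs of these genes had a median GC content of 41.67% against 45.42% for all genes, so that this test cannot separate the motif from base composition. At least 1 AUUUA was present in 70.4% of them and 69.7% of all genes.

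Xist was nearly absent from control pools 1 and 3. The Y-linked sums of those pools were 215.4 and 220.3 CPM, above the highest of the other pools (143.7), in line with pools without female RNA. The smooth muscle genes varied within genotype, and the first axis of within-genotype variation carried 58.4% of it. The size of that axis does not say what it holds, so that different amounts of muscle cannot be told apart from other sources. With each as a covariate, all 443 genes kept at least 50 percent of their log2 fold change (443 of 443 for sex and 443 of 443 for muscle). This could hardly have come out otherwise, since called genes vary little within genotype relative to their change between genotypes. All 443 had pools that did not overlap between genotypes, while the Y-linked and muscle sums did overlap, but the Y-linked sums were lower and Xist was higher on average in the libraries labelled Rbm47-IKO, so that neither alone gives the separation, and a part played by either in the size of the changes cannot be told apart from genotype by these tests. The WNT genes of Fig. 4B kept 92.0% of their mean with the muscle covariate and 82.6% with the sex covariate. These tests have the same limit, because the list is the paper's own.

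Cholesterol synthesis genes were seen among the largest increases, and the other 16 members of a written list were tested. Their mean log2 fold change was 0.76 (camera adjusted p = 1.82e-12), with 15 of 16 genes higher, 12 called, and all 3 libraries labelled Rbm47-IKO above all 3 controls. Leaving out the members first seen does not exclude chance, because genes of a set can vary together across the same pools. With the inter-gene correlation estimated for the set, the camera p was 0.0263 and the adjusted p 0.158, which did not pass. The mean kept 95.0% with the sex covariate, 101.3% with the muscle covariate and 103.4% with the GC offset. Higher cholesterol synthesis in the libraries labelled Rbm47-IKO, in which Rbm47 was not lower, is a hypothesis found and tested on the same data. Of the 4 splits that part all same-numbered pools, 1, the real one, gave a mean as large, and the other 3 gave 0.401, 0.188 and -0.173, so that chance splitting cannot be excluded. The 6 splits that part 1 pair each ranged from -0.29 to 0.342. The paper's Fig. 4C lists steroid and terpenoid backbone biosynthesis. Fatty acid oxidation genes were seen among the decreases, and the 18 members left after those were removed had a mean of 0.03 and a median of -0.101, with 5 higher (camera adjusted p = 0.349). Leaving out the members seen to fall makes a decrease harder to find.

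Circadian genes were higher in the libraries labelled Rbm47-IKO. A difference in harvest time would move Dbp and its partners against Arntl, Npas2 and Clock. The mean of the first 7 genes was 0.34 (camera adjusted p = 0.0163, 7 of 7 higher), and that of the other 3 was -0.201 (camera adjusted p = 0.189, 0 of 3 higher). With the estimated correlation the adjusted p was 0.291 for both, so that a harvest difference cannot be told apart from an effect of genotype. Nnt had a log2 fold change of -1.84 (edgeR adjusted p = 0.00875). In the 5 Mb window of chromosome 13 that holds it, 2 of 18 tested genes were called (Fisher's exact test, one-sided, p = 0.0836, adjusted p = 1 over 532 windows), and a strain variant of Nnt alone cannot be excluded.

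Genes of the immunoglobulin set were lower in the libraries labelled Rbm47-IKO by a mean of -0.68. Without Rbm47-IKO pool 1, 41.3% of that mean remained, consistent with a part played by few plasma cells in that pool, and the set still passed with the fixed correlation of 0.01 (camera adjusted p = 0.00319).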
